# Discovery of genes required for body axis and limb formation by global identification of retinoic acid–regulated epigenetic marks

**DOI:** 10.1371/journal.pbio.3000719

**Published:** 2020-05-18

**Authors:** Marie Berenguer, Karolin F. Meyer, Jun Yin, Gregg Duester

## Abstract

Identification of target genes that mediate required functions downstream of transcription factors is hampered by the large number of genes whose expression changes when the factor is removed from a specific tissue and the numerous binding sites for the factor in the genome. Retinoic acid (RA) regulates transcription via RA receptors bound to RA response elements (RAREs) of which there are thousands in vertebrate genomes. Here, we combined chromatin immunoprecipitation sequencing (ChIP-seq) for epigenetic marks and RNA-seq on trunk tissue from wild-type and *Aldh1a2*-/- embryos lacking RA synthesis that exhibit body axis and forelimb defects. We identified a relatively small number of genes with altered expression when RA is missing that also have nearby RA-regulated deposition of histone H3 K27 acetylation (H3K27ac) (gene activation mark) or histone H3 K27 trimethylation (H3K27me3) (gene repression mark) associated with conserved RAREs, suggesting these genes function downstream of RA. RA-regulated epigenetic marks were identified near RA target genes already known to be required for body axis and limb formation, thus validating our approach; plus, many other candidate RA target genes were found. Nuclear receptor 2f1 (*Nr2f1*) and nuclear receptor 2f2 (*Nr2f2*) in addition to Meis homeobox 1 (*Meis1*) and Meis homeobox *2* (*Meis2)* gene family members were identified by our approach, and double knockouts of each family demonstrated previously unknown requirements for body axis and/or limb formation. A similar epigenetic approach can be used to determine the target genes for any transcriptional regulator for which a knockout is available.

## Abstract 2

Identification of the target genes required to implement the downstream functions of transcription factors is challenging. This study uses ChIP-seq of retinoic acid-regulated epigenetic marks combined with RNA-seq to identify a small number of important retinoic acid target genes; disruption of several genes reveals required functions in body axis and/or limb development.

## Introduction

Retinoic acid (RA) is generated from retinol by the sequential activities of retinol dehydrogenase 10 (RDH10) [1] and aldehyde dehydrogenase 1A2 (ALDH1A2) [2,3]. Knockout studies of these enzymes revealed an essential role for RA in many early developmental programs, including those controlling hindbrain anteroposterior patterning, neuromesodermal progenitor (NMP) differentiation, spinal cord neurogenesis, somitogenesis, forelimb bud initiation, and heart anteroposterior patterning [4,5]. RA functions as a ligand for nuclear RA receptors (RARs) that bind DNA sequences known as RA response elements (RAREs) as a heterodimer complex with retinoid X receptors (RXRs) [6]. Binding of RA to RAR alters the ability of RAREs to recruit nuclear receptor coactivators (NCOAs) that activate transcription or nuclear receptor corepressors (NCORs) that repress transcription [7]. Thus, RA functions are mediated by transcriptional activation or repression of key genes via RAREs.

Identification of RA-regulated genes that are required for development has been difficult, as loss or gain of RA activity alters the mRNA levels of thousands of genes in various cell lines or animals, perhaps most being indirect targets of RA or regulated posttranscriptionally. As RA target genes are dependent upon RAREs, identification of RAREs by RAR-binding studies, cell line transfection assays, and enhancer reporter transgenes in mouse or zebrafish have been used to identify RA target genes that may be required for development, but progress is slow, as each gene is analyzed separately [5]. Genomic RAR chromatin immunoprecipitation sequencing (ChIP-seq) studies on mouse embryoid bodies and F9 embryonal carcinoma cells reported approximately 14,000 potential RAREs in the mouse genome [8,9], but it is unclear how many of these RAREs are required to regulate genes in any specific tissue, and many may not function in any tissue at any stage of development. Only a few RAREs have been shown to result in gene expression and developmental defects when subjected to deletion analysis in mouse, i.e., a RARE enhancer that activates *Hoxa1* in the hindbrain [10], a RARE enhancer that activates *Cdx1* in the spinal cord [11], and a RARE that functions as a silencer to repress caudal *Fgf8* in the developing trunk [7]. In 1 additional case, a RARE described within intron 2 of *Tbx5* that was suggested to be required for activation of *Tbx5* in the forelimb field based on a mouse enhancer reporter transgene [12] was found to be unnecessary for *Tbx5* activation and forelimb budding when subjected to CRISPR deletion analysis, suggesting *Tbx5* is not an RA target gene [13]. Many DNA control elements (including RAREs) that exhibit appropriate tissue-specific expression in enhancer reporter transgene assays have been shown to not be required as an enhancer in vivo when deleted; this may be due to enhancer redundancy or because the control element is really not an enhancer but appeared to be when inserted as a transgene at a random location in the genome near a heterologous promoter [14]. Thus, additional methods are needed (preferably genome-wide) to locate functional RAREs in a particular tissue that can be used to identify new candidate RA target genes that are required for development.

Epigenetic studies have found that histone H3 K27 acetylation (H3K27ac) associates with gene activation and histone H3 K27 trimethylation (H3K27me3) associates with gene repression [15,16]. We suggest that genes possessing nearby H3K27ac and H3K27me3 marks that are altered by loss of RA may point to direct transcriptional targets of RA (either activated or repressed) that are excellent candidates for performing functions downstream of RA. Here, we performed genomic ChIP-seq (H3K27ac and H3K27me3) and RNA-seq studies on embryonic day (E)8.5 mouse embryonic trunks from wild-type and *Aldh1a2*-/- mouse embryos lacking RA synthesis to globally identify RA target genes for embryonic trunk. Candidate targets are defined as genes whose mRNA levels are decreased or increased by genetic loss of RA that also have nearby RA-regulated epigenetic marks associated with conserved RAREs, suggesting they have important downstream functions. Our approach was able to identify many previously reported RA target genes known to control embryonic trunk development (including all 3 known RA target genes from RARE knockout studies: *Hoxa1*, *Cdx1*, and *Fgf8*); plus, we identified numerous new candidate RA target genes that may control trunk development. CRISPR knockout studies on several of these new candidate RA target genes validated them as being required for body axis and/or limb formation. Our approach is generally applicable to determine tissue-specific target genes for any transcriptional regulator that has a knockout available.

## Results

### Comparison of RNA-seq and H3K27ac/H3K27me3 ChIP-seq for *Aldh1a2*-/- trunk tissue

Embryonic trunks were obtained from E8.5 embryos dissected to remove the head (including the pharyngeal region and anterior hindbrain), heart, and caudal tissue below the most recently formed somite as previously described [17]. 

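Aldh1a2 encodes the retinaldehyde dehydrogenase that makes RA in the trunk mesoderm, and its mRNA is the check of the genotype labels. It was at 128 FPKM in the wild-type sample and at 11.7 FPKM in the Aldh1a2-/- sample, a log2 ratio of -3.45 (chromosome 9 of mm10, 71215789 to 71296243). Of 15 forebrain, midbrain and anterior hindbrain genes, whose tissue was removed, 11 were listed at 0 in both samples and Fgf15 was measured, at 14.3 and 43.6 FPKM. Of 17 heart muscle genes, whose tissue was also removed, 3 were above 0.5 FPKM in both samples, among them Tnnt2, cardiac troponin T, at 8.82 and 29.8 FPKM. A further 3 were above 0.5 FPKM in wild type and listed at 0 in Aldh1a2-/-, 2 were the other way round, and 4 were listed at 0 in both. Actc1 was at 6.13 and 0.0531 FPKM and Tnni1 at 0.436 and 13.4 FPKM, so heart transcripts are not shown to be absent. The paper's methods describe 2 trunks of each genotype, a low-input total RNA library kit and single reads of 75 bases. The labels list 1 sample per genotype and describe a poly(A) selection kit as well. In the values, 55 small noncoding RNA genes and 55 histone genes, whose transcripts lack a poly(A) tail, were above 0.5 FPKM in both samples. The authors deposited 1 table of 24340 genes with the FPKM of each sample, the fold change and the p-value and q-value of their own comparison, on mm10. FPKM counts fragments relative to transcript length and library depth. The paper's methods name TopHat, whereas the submitters' processing notes name STAR, Cufflinks and Cuffdiff. The FPKM of the wild-type sample summed to 846496 and those of the Aldh1a2-/- sample to 759577. The table holds no counts. The low values of genes with 1 annotated transcript fall on steps, from which the depth comes to about 27500000 fragments in the wild-type sample (from 50 genes) and 28300000 fragments in the Aldh1a2-/- sample (from 49 genes). From these values the log2 ratio of Aldh1a2-/- over wild type was taken, without a pseudocount, for genes above 0.5 FPKM in both samples, here called measured. Genes are called higher or lower where the ratio is above 0.85 or below -0.85, the study's cutoffs. For 28 of 32 gene lists the median log2 ratio was placed among those of 10000 random lists of the same size and matched mean FPKM, and the percentile describes these 2 libraries. With 1 sample per genotype no difference has a replicate check. An FPKM of exactly 0 is not taken as absence, since 7 of 92 respiratory chain genes were listed at 0 in one sample and above 1 FPKM in the other, so such genes are given as listed at 0, without a fold.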

We performed RNA-seq analysis comparing E8.5 trunk tissue from wild-type embryos and *Aldh1a2*-/- embryos that lack the ability to produce RA [3]. This analysis identified 4,298 genes whose mRNA levels in trunk tissue are significantly decreased or increased when RA is absent (fragments per kilobase of transcript per million mapped reads [FPKMs] > 0.5; a cutoff of log2 <−0.85 or >0.85 was employed to include *Sox2* known to be activated by RA; data available at GEO under accession number GSE131584).

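Of 9506 genes above 0.5 FPKM in both samples, 2087 were lower and 2243 were higher in Aldh1a2-/- trunk, together 4330 or 45.6%. Which side is larger depends on the scaling: 1805 were lower and 2610 higher on the TPM scale, and 2282 lower and 2028 higher with upper quartile scaling. Genes of yolk sac endoderm and blood were far higher. All 9 measured genes of 10 yolk sac visceral endoderm genes were higher in Aldh1a2-/-, with a median log2 ratio of 3.30, at the 100 percentile of the random lists. Afp, alpha-fetoprotein, was at 51.7 and 1122 FPKM in wild type and Aldh1a2-/-, and Rbp4, the serum retinol-binding protein, at 53.8 and 833 FPKM. All 5 measured red blood cell genes were higher as well (median 4.09, 100 percentile), with the embryonic globin Hba-x at 131 and 3592 FPKM and the erythroid transcription factor Klf1 at 4.08 and 58.8 FPKM. Apoa2, an apolipoprotein gene, had the highest log2 ratio of the measured genes that reach 10 FPKM, 8.17 (1.42 and 408 FPKM). Somite genes were lower: 7 of 8 measured members were below the cutoff and 1 was above it, with a median of -1.75 at the 0.01 percentile, or -1.60 at the 0.12 percentile without Uncx, which the study names. A further 2 were listed at 0 in wild type and above 0.5 FPKM in Aldh1a2-/-, and 1 was the other way round. Tcf15, needed for somite epithelium, was at 154 FPKM in wild type and 9.35 FPKM in Aldh1a2-/-. Meox1, a homeobox gene of somites, was at 106 and 28.6 FPKM. Of 11 measured endothelial genes, 7 were higher and none was lower (median 1.02, 98.38 percentile), including Eng at 1.27 and 13.8 FPKM, while 2 more were above 0.5 FPKM in wild type and listed at 0 in Aldh1a2-/-, and 1 was the other way round. Genes that cells of all types use lay on both sides. Of 75 measured respiratory chain genes, 11 were higher and 20 were lower. Ndufaf2, an assembly factor of complex I, had the lowest log2 ratio of these genes, -6.51. Of 77 measured ribosomal protein genes, 4 were higher and 5 were lower, and of 20 G2/M cell cycle genes only Bub1 was past a cutoff, at -1.14. Of the 1901 measured genes with the lowest mean FPKM 68.2% were past the cutoffs, and of the 1902 with the highest 20.8%. By the authors' deposited table, 17 of the 4330 genes have a q-value under 0.05, all 17 higher in Aldh1a2-/-, and 9 of the 17 are on the yolk sac endoderm and blood lists. Over the whole table 724 genes have such a q-value, and 707 of them are listed at 0 in 1 sample, 435 in Aldh1a2-/- and 272 in wild type.

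**Figure D1:**
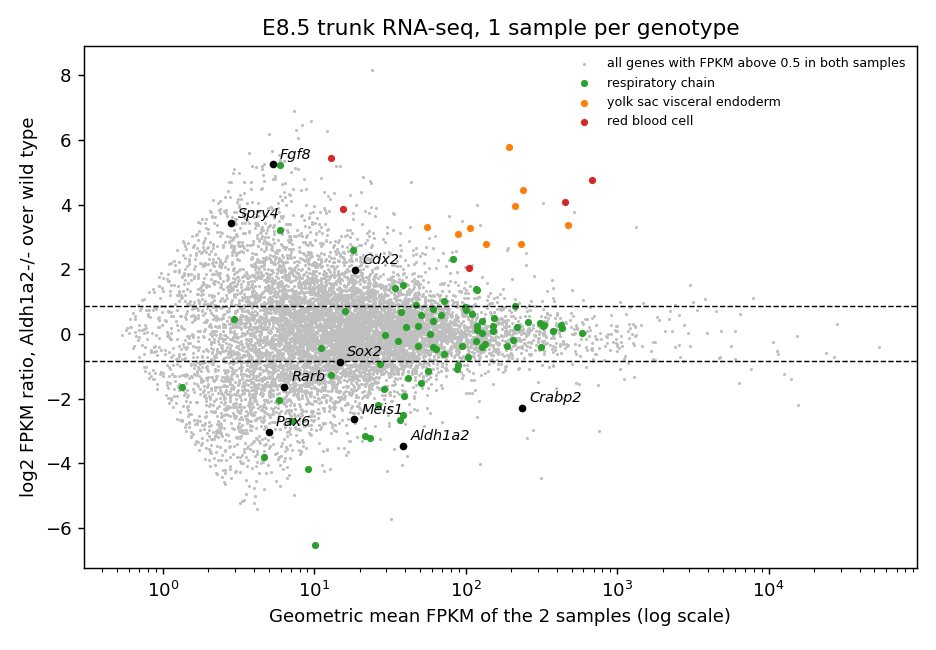
Log2 FPKM ratio of Aldh1a2-/- over wild type against the geometric mean FPKM of the 2 samples (log scale), each point a gene above 0.5 FPKM in both samples and dashed lines the study's cutoffs at -0.85 and 0.85. The 9 yolk sac endoderm genes (orange) and 5 red blood cell genes (red) lie above the upper line, and the 75 respiratory chain genes (green) lie on both sides of 0.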

We performed ChIP-seq analysis for H3K27ac and H3K27me3 epigenetic marks comparing E8.5 trunk tissue from wild-type and *Aldh1a2*-/- embryos isolated as described previously for RNA-seq. This analysis identified 314 RA-regulated ChIP-seq peaks for H3K27ac located within or near 214 genes (i.e., the genes with the nearest annotated promoters) using a log2 cutoff of <0.51 or >0.51 to include an RA-regulated peak near *Sox2* known to be activated by RA [18,19]. We identified 262 RA-regulated peaks for H3K27me3 located within or near 141 genes (i.e., the genes with nearest annotated promoters) using a log2 cutoff of <−0.47 or >0.47 to include an RA-regulated peak near *Fst* known to be repressed by RA [20]; all ChIP-seq data are available at GEO under accession number GSE131624. Thus, we found a much smaller number of RA-regulated ChIP-seq peaks for H3K27ac/H3K27me3 compared with the very large number of genes found to have altered mRNA levels with RNA-seq.

In order to identify genes that are good candidates for being transcriptionally activated or repressed by RA (RA target genes), we compared our ChIP-seq and RNA-seq results to identify RA-regulated ChIP-seq peaks in which nearby genes have significant changes in expression in wild type versus *Aldh1a2*-/- based on RNA-seq. We found 73 RA-regulated peaks for H3K27ac near 63 genes with significant changes in expression when RA is lost (S1 Table), plus 46 RA-regulated peaks for H3K27me3 near 41 genes with significant changes in expression when RA is lost (S2 Table). 

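In the copy of S1 Table used here, 71 rows of H3K27ac peaks name 61 genes. Of these genes, 40 were lower and 17 higher in Aldh1a2-/- trunk past the cutoffs in the direction S1 Table prints. In S2 Table, 47 rows of H3K27me3 peaks name 42 genes, of which 18 were lower and 20 higher. The same peak is listed there for both Pdcd2 and Tbp, so these rows are not all separate peaks. Lower genes with an H3K27ac peak included Kif1b, a kinesin (32.1 and 9.72 FPKM in wild type and Aldh1a2-/-), and Tshz1, a zinc finger gene of trunk identity (23.7 and 9.43 FPKM). Higher genes included Tfcp2l1, a transcription factor gene of pluripotent cells, at 1.86 and 12.6 FPKM. Among the higher genes with an H3K27me3 peak was Spint1, an epithelial protease inhibitor, at 9.35 and 62.3 FPKM. Epithelial genes as a list were higher in this sample, 9 of 13 measured members with 1 lower (median 1.23, 99.91 percentile), but yolk sac endoderm, whose genes were higher by more, is itself an epithelium. Of 26 genes induced by low oxygen, 6 are in these tables, among them Ddit4 at 2.72 and 27.4 FPKM. The whole low-oxygen list had 8 members higher and 7 lower of 22 measured, with a median of 0.43 at the 92.86 percentile. Both tables were chosen by the study on these 2 samples, so the counts are not independent evidence of a direction.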

As some genes have more than 1 nearby RA-regulated peak for H3K27ac or H3K27me3, and some genes have nearby RA-regulated peaks for both H3K27ac and H3K27me3 (*Rarb*, *Dhrs3*, *Fgf8*, *Cdx2*, *Fst*, *Meis* homeobox 1 [*Meis1*], *Meis* homeobox 2 [*Meis2*], nuclear receptor 2f2 [*Nr2f2*], *Foxp4*, *Ptprs*, and *Zfhx4*), a total of 93 RA-regulated genes have nearby RA-regulated peaks for H3K27ac and/or H3K27me3 when RA is lost, thus identifying them as candidate RA target genes for trunk development (S1 and S2 Tables, S1A Fig).

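Over S1 and S2 Tables together, 84 of 92 genes were past the cutoffs in the printed direction, 50 lower and 34 higher in Aldh1a2-/-, and 11 genes were in both tables. Among those 11, Ptprs, a receptor-type tyrosine phosphatase, was at 53.4 FPKM in wild type and 5.40 FPKM in Aldh1a2-/-, a log2 ratio of -3.30. Zfhx4, a zinc finger homeobox gene, was at 6.09 and 1.27 FPKM (-2.26). Foxp4, a forkhead gene, was at 40.0 and 19.7 FPKM (-1.02). Of the 92 genes, 36 had more than 5 FPKM in both samples, and the median of the higher of a gene's 2 values was 15.7 FPKM. Cdx1 alone of the 92 has a q-value under 0.05 in the authors' deposited table. From an altered mRNA level together with an altered H3K27ac or H3K27me3 peak near the gene, the paper reasons that these genes are candidate RA target genes for trunk development.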

Among the 93 candidate RA target genes for trunk development identified with our approach are many examples of genes previously reported to be regulated by RA in the trunk based on studies of *Aldh1a2*-/- embryos [5,21] or RA-treated NMPs [20]; this includes *Hoxa1*, *Cdx1*, *Rarb*, *Crabp2*, *Sox2*, *Dhrs3*, and *Pax6*, whose expression is increased by RA, plus *Fgf8*, *Cdx2*, and *Fst*, whose expression is decreased by RA (Table 1). 

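The known RA-activated genes that the study lists were lower in Aldh1a2-/- trunk. The study took them from genes past its cutoffs in these samples, so their direction is not independent evidence. Rarb, an RA receptor gene that RA itself induces, was at 11.1 FPKM in wild type and 3.58 FPKM in Aldh1a2-/- (log2 ratio -1.64; chromosome 14, 16430839 to 16819156). Crabp2, which carries RA to the nucleus, was the most abundant of these genes, at 520 and 107 FPKM (-2.28; chromosome 3, 87948666 to 87953376). Dhrs3, an enzyme that returns retinaldehyde to retinol, was at 9.11 and 4.24 FPKM (-1.11). Cdx1, a homeobox gene of the posterior axis, was at 23.2 FPKM in wild type and is listed at 0 in Aldh1a2-/-, so no fold is given. Fst, follistatin, which RA represses, was at 5.81 and 12.9 FPKM (1.15). Of 17 genes of RA synthesis, binding, breakdown and reception, 11 were measured, 6 were lower and none was higher, and 3 others above 0.5 FPKM in wild type are listed at 0 in Aldh1a2-/- (median -1.11, 0.29 percentile). Stra6, the membrane receptor of retinol-binding protein, was at 7.59 and 2.16 FPKM, and Rara at 20.6 and 9.45 FPKM. Rarb, Crabp2, Dhrs3 and Rdh10 of this list are named by the study, and the 7 measured members that it does not name had a median of -0.77, at the 4.97 percentile, 3 of them lower. In the authors' deposited table the q-value is 0.258 for Crabp2 and 0.748 for Rarb.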

H3K27ac peaks near *Cdx1*, *Rarb*, *Crabp2*, *Sox2*, *Dhrs3*, and *Pax6* are reduced in *Aldh1a2*-/- trunk, consistent with these being RA-activated genes, whereas H3K27ac peaks near *Fgf8*, *Cdx2*, and *Fst* are increased in *Aldh1a2*-/-, consistent with these being genes repressed by RA. Conversely, H3K27me3 peaks near *Fgf8*, *Cdx2*, and *Fst* are decreased in *Aldh1a2*-/-, whereas H3K27me3 peaks near *Rarb*, *Hoxa1*, and *Dhrs3* are increased in *Aldh1a2*-/-, consistent with the former being genes repressed by RA and the latter being genes activated by RA (Table 1). In addition to these 10 well-established RA target genes that are required for trunk development, we identified 83 additional genes that our findings indicate are candidate RA target genes for trunk, including *Nr2f1*, *Nr2f2*, *Meis1*, *Meis2*, and *Spry4* that were further examined here (Table 1); differential expression of these genes in E8.5 wild-type versus *Aldh1a2*-/- trunk was validated by quantitative reverse transcription-polymerase chain reaction (qRT-PCR) (S2 Fig). 

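All 6 genes tested by qRT-PCR differed in the same direction in RNA-seq. Nr2f1, an orphan nuclear receptor gene, was at 13.8 FPKM in wild type and 3.41 FPKM in Aldh1a2-/- (log2 ratio -2.02). Nr2f2 was at 49.3 and 9.90 FPKM (-2.32). Meis1, a TALE homeobox gene, was at 45.8 and 7.33 FPKM (-2.64), and Meis2 at 27.6 and 12.9 FPKM (-1.10). Spry4, a feedback inhibitor of FGF signaling, was at 0.860 and 9.24 FPKM (3.43). The levels measured by qRT-PCR are the paper's, from S1 Data, with 3 values per genotype. The methods describe RNA from 20 trunks of each genotype, and whether the 3 values come from separate pools is not stated, so the test below treats them as separate without that being known. From them, the log2 ratio of the means was -1.45 for Nr2f1, -0.97 for Nr2f2, -0.67 for Meis1, -0.63 for Meis2, 1.57 for Spry4 and -1.71 for Rarb. For Meis1 the relative level was 1.01 ± 0.149 (SD, n = 3) in wild type and 0.633 ± 0.153 (SD, n = 3) in Aldh1a2-/-. For Spry4 it was 1.00 ± 0.0682 and 2.97 ± 0.496 (SD, n = 3 each). In each of the 6 genes every Aldh1a2-/- value lay beyond every wild-type value, which gives p = 0.10 in a two-sided exact permutation test, also 0.10 after Benjamini-Hochberg adjustment over the 6 genes, and 0.10 is the smallest p that 3 values against 3 allow. The paper's own p-values range from 0.0002 to 0.0387.

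**Figure D2:**
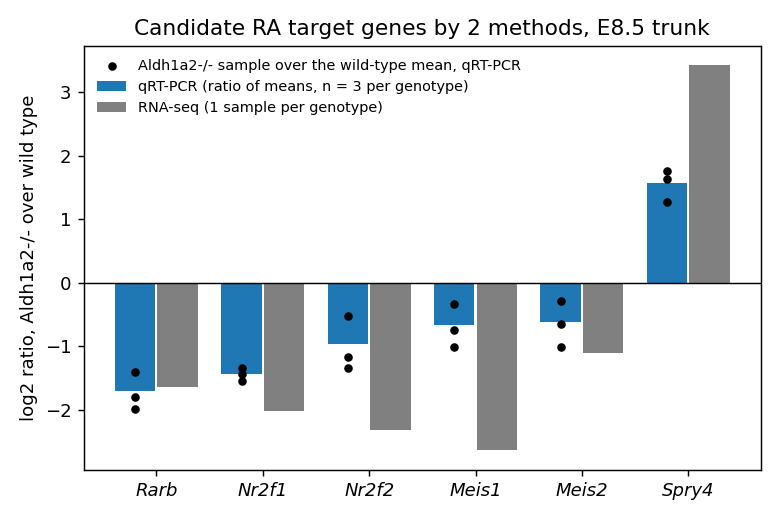
Log2 ratio of Aldh1a2-/- over wild type by qRT-PCR (blue bars, ratio of the means of 3 values per genotype; points, each Aldh1a2-/- value over the wild-type mean) and by RNA-seq (grey bars, 1 sample per genotype). The bars of each gene point the same way, and those of Meis1 differ most in length for the lower genes, -0.67 and -2.64.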

As our approach identified many known trunk RA target genes, it is a reliable approach for identifying new candidate RA target genes required for trunk development.

**Table 1:** Comparison of ChIP-seq and RNA-seq for *Aldh1a2*-/- versus WT E8.5 trunk tissue showing identification of previously known RA target genes needed for trunk development plus some of the additional candidate RA target genes we identified here.

**H3K27ac ChIP-seq versus RNA-seq**				
**H3K27ac ChIP-seq RA-regulated peak for *Aldh1a2* KO versus WT (mm10)**	**log2 fold change: H3K27ac ChIP-seq for *Aldh1a2* KO versus WT**	**RARE: based on Homer TFBS analysis**	**Nearby gene with altered expression in *Aldh1a2* KO**	**log2 fold change for nearby gene: RNA-seq for *Aldh1a2* KO versus WT**
chr13:78197222–78204291	−1.23	DR1	Nr2f1	−2.02
chr4:145033496–145035860	−0.65	DR5	Dhrs3*	−1.11
chr14:16571405–16576397	−0.63	DR5	Rarb*	−1.64
chr11:18962656–18965461	−0.61	DR5, DR1	Meis1	−2.64
chr2:105689278–105690982	−0.58	-	Pax6*	−3.02
chr3:87956774–87961235	−0.58	DR2, DR1	Crabp2	−2.82
chr2:116019003–116024272	−0.58	DR2	Meis2	−1.10
chr7:70348715–70369942	−0.57	DR1	Nr2f2	−2.32
chr11:18956989–18958835	−0.57	DR5	Meis1	−2.64
chr11:19012000–19025444	−0.54	DR1	Meis1	−2.64
chr3:34678267–34680699	−0.54	DR2	Sox2*	−0.86
chr18:61033064–61036494	−0.52	DR2, DR1	Cdx1*	−2.00
chr3:34647848–34655776	−0.51	-	Sox2*	−0.86
chr19:45733505–45735997	0.53	DR1	Fgf8*	5.24
chr13:114456392–114460659	0.72	DR2	Fst*	1.15
chr5:147298587–147311126	0.73	DR2	Cdx2*	1.98
**H3K27me3 ChIP-seq versus RNA-seq**				
**H3K27me3 ChIP-seq RA-regulated peak for *Aldh1a2* KO versus WT (mm10)**	**log2 fold change: H3K27me3 ChIP-seq for *Aldh1a2* KO versus WT**	**RARE: based on Homer TFBS analysis**	**Nearby gene with altered expression in *Aldh1a2* KO**	**log2 fold change for nearby gene: RNA-seq for *Aldh1a2* KO versus WT**
chr18:38598986–38601292	−1.20	-	Spry4	3.43
chr5:147297983–147318733	−0.63	DR2	Cdx2*	1.98
chr19:45735049–45746658	−0.49	DR2	Fgf8*	5.24
chr13:114456076–114460873	−0.47	DR2	Fst*	1.15
chr4:144893360–144895562	0.59	-	Dhrs3*	−1.11
chr2:116072251–116077455	0.61	DR5	Meis2	−1.10
chr7:70356085–70361002	0.63	DR1	Nr2f2	−2.32
chr6:52156115–52158253	0.73	DR5, DR2	Hoxa1*	−5.43
chr11:19015536–19017169	0.78	DR1	Meis1	−2.64
chr11:19007512–19012358	0.87	DR2	Meis1	−2.64
chr14:16574377–16578138	1.02	DR5, DR1	Rarb*	−1.64

*Previously known to be required for trunk development (body axis, somites, or spinal cord). ChIP-seq values for RA-regulated peaks between *Aldh1a2*-/- (KO) and WT for H3K7ac (log2 <−0.51 or >0.51) and H3K27me3 (log2 <−0.47 or >0.47) with BHP <0.05; a cutoff of log2 <−0.51 or >0.51 for H3K27ac was employed to include an RA-regulated peak near *Sox2* known to be activated by RA; a cutoff of log2 <−0.47 or >0.47 was employed for H3K27me3 to include an RA-regulated peak near *Fst* known to be repressed by RA. RNA-seq values are log2 <−0.85 or >0.85 for differentially expressed genes with FPKM values (KO and WT) >0.5; a cutoff of log2 <−0.85 or >0.85 was employed to include the known RA target gene *Sox2*. Also see related data describing all known and new candidate RA target genes (S1, S2 and S3 Tables).

**Abbreviations:** *Aldh1a2*, aldehyde dehydrogenase 1A2; BHP, Benjamini and Hochberg method–corrected *p*-value; ChIP-seq, chromatin immunoprecipitation sequencing; DR1 or DR2 or DR5, direct repeat with 1 or 2 or 5 bp between each repeat; FPKM, fragment per kilobase of transcript per million mapped reads; H3K27ac, histone H3 K27 acetylation; H3K27me3, histone H3 K27 trimethylation; KO, knockout; Meis1, Meis homeobox 1; Meis 2, Meis homeobox 2; Nr2f1, nuclear receptor 2f1; Nr2f2, nuclear receptor 2f2; RA, retinoic acid; RARE, retinoic acid response element; TFBS, transcription factor binding site; WT, wild-type.

### Identification of RAREs associated with RA-regulated deposition of H3K27ac or H3K27me epigenetic marks

As RA target genes need to be associated with a RARE, the DNA sequences within the RA-regulated H3K27ac/H3K27me3 ChIP-seq peaks we found near our list of 93 RA-regulated genes were searched for RARE sequences using the Homer transcription factor binding site program for the mm10 genome; we searched for 3 types of RAREs including those with a 6-bp direct repeat separated by either 5 bp (DR5), 2 bp (DR2), or 1 bp (DR1) [5], and the presence or absence of RAREs is summarized (S1 and S2 Tables). We found that 46 of these 93 genes contained at least 1 RARE in their nearby RA-regulated H3K27ac and/or H3K27me3 ChIP-seq peaks, thus narrowing down our list of candidate RA target genes to 49% of the genes originally identified. Our approach identified the 3 RAREs previously shown to have required functions during trunk development in vivo by knockout studies (RAREs for *Hoxa1*, *Cdx1*, *Fgf8*) plus several RAREs associated with known RA-regulated genes in the E8.5 trunk from *Aldh1a2*-/- studies (*Rarb*, *Crabp2*, *Sox2*, *Dhrs3*, *Cdx2*, *Fst*), thus validating our approach for identifying RA-regulated genes required for trunk development. The sequences of all the RAREs near these 46 RA target genes here are summarized; included are 65 RAREs near 34 RA-activated genes (we refer to these as RARE enhancers associated with increased H3K27ac and/or decreased H3K27me3 in the presence of RA) and 20 RAREs near 12 RA-repressed genes (we refer to these as RARE silencers associated with increased H3K27me3 and/or decreased H3K27ac in the presence of RA) (S3 Table).

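The 34 genes nearest to a RARE enhancer were mostly lower in Aldh1a2-/- trunk: 32 were below the cutoff, with a median log2 ratio of -1.63 over those measured. All 12 genes nearest to a RARE silencer were higher, with a median of 1.76 and a range of 0.98 to 5.24. Among the genes with a RARE enhancer, Dach1, a gene of limb and eye development, was at 6.43 FPKM in wild type and 0.818 FPKM in Aldh1a2-/-, and Zfp638, a zinc finger gene, at 42.5 and 16.9 FPKM. Zbtb16, a zinc finger gene of limb and axial patterning, lay on the other side, at 7.25 and 18.6 FPKM (1.36; chromosome 9, 48654297 to 48836222). Of the 46 genes, 19 had more than 5 FPKM in both samples. The study took these genes from those past the cutoffs in these 2 samples, so the tally is not independent evidence of their direction.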

The results here provide evidence that many of the RA-regulated H3K27ac and H3K27me3 marks are associated with regulation of the nearest genes. However, it is possible that some H3K27ac and H3K27me3 RA-regulated peaks may be related to RA-regulated genes located further away in the same topologically associated domain (TAD). In order to address this issue, we assigned each RA-regulated H3K27ac and H3K27me3 peak to a TAD using the 3D Genome Browser (http://promoter.bx.psu.edu/hi-c/view.php); TAD analysis has not been performed on mouse E8.5 trunk tissue, but as TAD domains are similar between different tissues [22], we used the TAD database for mouse embryonic stem (ES) cells, which is the closest biologically relevant database in the 3D Genome Browser. Then, the genes in each TAD containing an RA-regulated peak were searched in our RNA-seq database to identify genes whose mRNA levels are decreased or increased when RA is lost, and if at least 1 gene was found, we determined whether a RARE is present in the ChIP-seq peak. This analysis resulted in the identification of 82 additional RARE enhancers near RA-activated genes and 40 additional RARE silencers near RA-repressed genes, where the gene is not the gene nearest to the RARE in the TAD; in some cases, more than 1 RA-regulated gene was identified in a TAD (S3 Table).

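Of the genes that S3 Table places in the same TAD but not nearest to the RARE, 111 are listed with RARE enhancers and 67 with RARE silencers. All 111 were lower in Aldh1a2-/- trunk, with a median log2 ratio of -1.68 and a range of -4.44 to -0.85. All 67 were higher, with a median of 1.49 and a range of 0.85 to 3.93. Genes with RARE enhancers included Hoxa4 (16.0 FPKM in wild type and 2.55 FPKM in Aldh1a2-/-) and Hoxa9 (9.46 and 1.93 FPKM), which set position along the axis. Hoxa7, which lies between Hoxa4 and Hoxa9 and is not listed by the study, was higher, at 6.80 and 20.7 FPKM (1.60). Genes with RARE silencers included Cdx4, a caudal homeobox gene singled out after its values were seen, at 16.3 and 37.4 FPKM. Dll3, a Notch ligand of presomitic mesoderm, was at 3.34 and 19.3 FPKM. The genes were taken from those past the study's cutoffs in these samples. The paper pairs RARE enhancers with RA-activated genes and RARE silencers with RA-repressed genes. That all of them pass in the called direction is therefore given by their selection.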

Up to now, *Fgf8* represents the only example of a gene that is directly repressed by RA at the transcriptional level as shown by developmental defects upon knockout of the RARE at −4.1 kb and by the ability of this RARE to stimulate binding of NCOR and polycomb repressive complex 2 (PRC2) plus deposition of H3K27me3 in an RA-dependent manner [7,17]. 

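Genes nearest to a RARE silencer include Evx1, a homeobox gene of the posterior axis chosen after its values were seen, at 3.54 FPKM in wild-type and 10.3 FPKM in Aldh1a2-/- trunk (log2 ratio 1.54). Of 24 Hox genes of paralog groups 6 to 13, 8 were measured, 5 were higher and 1 was lower, with a median of 1.25 at the 99.07 percentile of random lists (1.39 and 98.92 without Hoxa9, which the study names). Another 3 above 0.5 FPKM in wild type were listed at 0 in Aldh1a2-/- and 1 was the other way round, and over the genes above 0.5 FPKM in either sample, with a pseudocount of 0.5, the median was 0.87 at the 97.55 percentile. Hoxc9 was at 3.25 and 23.4 FPKM and Hoxb6 at 6.18 and 22.8 FPKM. Of the Hox genes of groups 1 to 5, 11 were measured, 3 were higher and 4 were lower, with a median of -0.67 at the 6.86 percentile, while the 8 that the study does not name had a median of 0.54 at the 85.32 percentile. The whole median was -0.17 over the genes above 1 FPKM in both samples and 0.33 over those above 5 FPKM, so its sign depends on the floor. Of the other members, 2 above 0.5 FPKM in wild type were listed at 0 in Aldh1a2-/-, 1 was the other way round, and Hoxa3 was at 7.70 and 0.108 FPKM. Hoxd1 was at 9.80 and 28.7 FPKM, and Hoxd4 at 12.1 and 2.72 FPKM. Ncor1, a corepressor gene, was at 42.3 and 48.8 FPKM, within the cutoffs.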

Here, in addition to *Fgf8*, we found many more candidates for genes repressed by RA in the trunk based on identification of nearby RARE silencers (S3 Table).

### Analysis of known RA target genes for trunk validates our approach for finding new targets

The RA-regulated H3K27ac and/or H3K27me3 peaks we identified near *Rarb*, *Crabp2*, *Hoxa1*, and *Cdx1* all overlap previously reported RAREs for these genes (Fig 1). In the case of *Rarb*, the DR5 RARE in the 5′-untranslated region [23] overlaps RA-regulated peaks for both H3K27ac and H3K27me3, suggesting that this RARE in the presence of RA stimulates deposition of H3K27ac and removal of H3K27me3 during activation of *Rarb*; we identified a DR1 RARE in the 5′-noncoding region of *Rarb* within another RA-regulated H3K27me3 ChIP-seq peak (Fig 1A). For *Crabp2*, 2 closely spaced RAREs previously reported in the 5′-noncoding region [24] associate with RA-regulated peaks for H3K27ac; plus, another RARE we identified in the 3′-noncoding region associates with changes in H3K27ac (Fig 1B). For *Hoxa1*, the RARE located in the 3′-noncoding region is associated with RA-regulated peaks for both H3K27ac and H3K27me3; plus, another RARE we identified in the 3′-untranslated region is associated with RA-regulated peaks for H3K27me3 (Fig 1C); importantly, knockout studies on the *Hoxa1* RARE in the 3′-noncoding region demonstrated that it is required in vivo for *Hoxa1* expression and normal development [10]. For *Cdx1*, 2 RAREs have been reported, 1 in the 5′-noncoding region that was shown by knockout studies to be required for *Cdx1* expression and body axis development [11] plus another RARE in intron 1 [25]. Both of these *Cdx1* RAREs are overlapped by RA-regulated peaks for both H3K27ac and H3K27me3 (Fig 1D). These findings demonstrate that our approach can identify genes that are already known to be transcriptionally activated by RA via a RARE and required for development.

**Fig 1:**
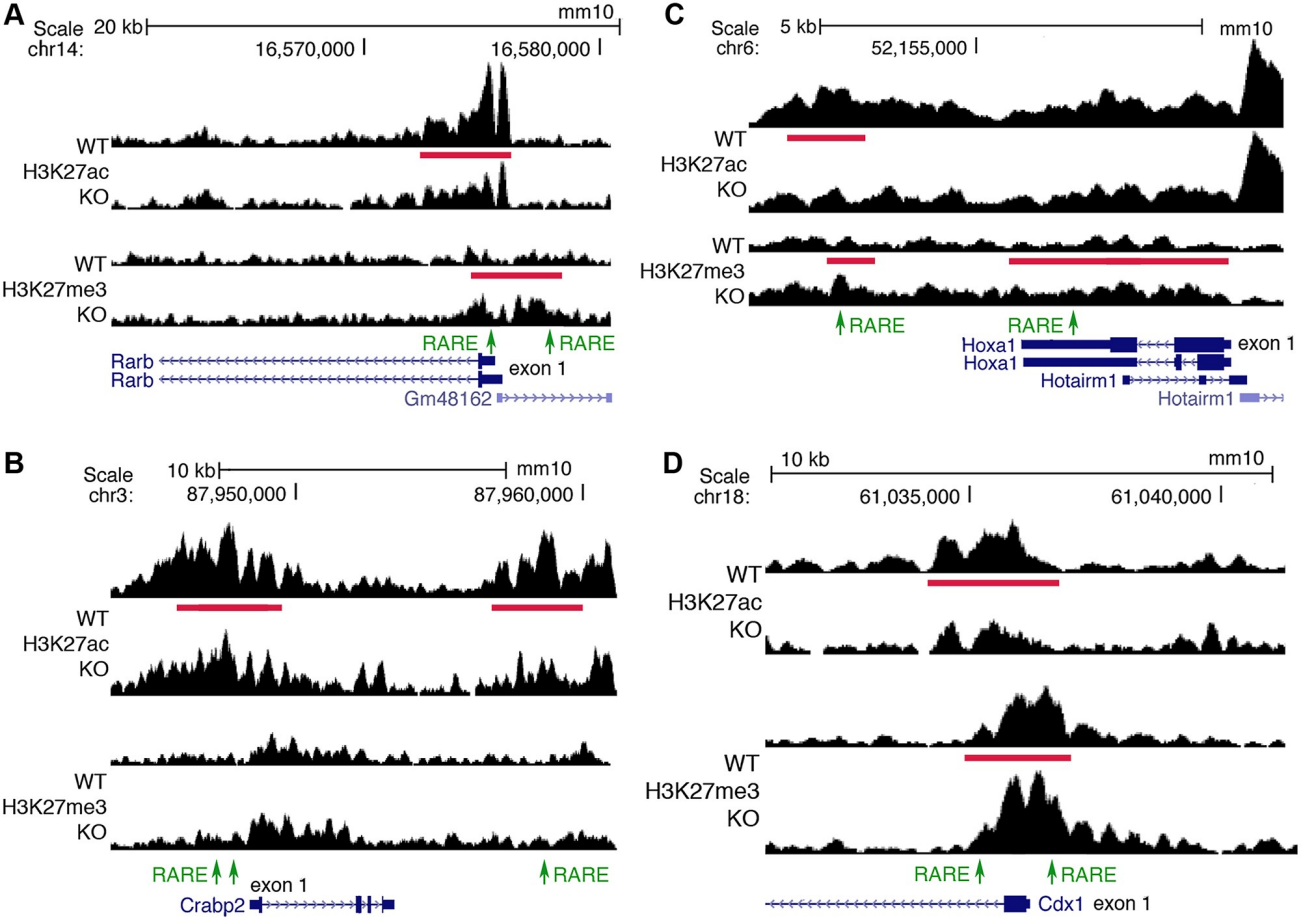
ChIP-seq findings for *Rarb*, *Crabp2*, *Hoxa1*, and *Cdx1* showing that RA-regulated peaks for H3K27ac and H3K7me3 are located near known RARE enhancers. (A) Shown for *Rarb* are RA-regulated ChIP-seq peaks for H3K27ac and H3K27me3 (red bars) when RA is lost in E8.5 trunk comparing WT versus *Aldh1a2*-/- (KO) as well as RAREs (green). A RARE in the 5′-untranslated region is known to function as an RA-dependent enhancer in mouse transgene studies [23]; here, H3K27ac is decreased and H3K27me3 increased near the native RARE when RA is lost in trunk tissue, supporting its function as a RARE enhancer in vivo. We also found a RARE in the 5′-noncoding region of *Rarb* within an H3K27me3 ChIP-seq peak that is increased when RA is lost. (B) RA-regulated peaks for H3K27ac and RAREs are shown for *Crabp2*. The 2 RAREs in the 5′-noncoding region were previously shown to function as RA-dependent enhancers in cell line studies [24]. Our epigenetic studies also identified another RARE enhancer in the 3′-noncoding region. (C) RA-regulated peaks for H3K27ac and/or H3K27me3 and RAREs are shown for *Hoxa1*. KO studies in mouse embryos have shown that the RARE in the 3′-noncoding region is essential for hindbrain *Hoxa1* expression and development [10]. (D) RA-regulated peaks for H3K27ac and H3K27me3 and RAREs are shown for *Cdx1*. KO studies in mouse embryos have shown that the RARE in the 5′-noncoding region is essential for *Cdx1* expression and body axis development [11]. RA-regulated peaks in the genome browser view shown here and elsewhere are for 1 replicate, with the other replicate showing a similar result. ChIP-seq, chromatin immunoprecipitation sequencing; E, embryonic day; H3K27ac, histone H3 K27 acetylation; H3K27me3, histone H3 K27 trimethylation; KO, knockout; RA, retinoic acid; RARE, RA response element; WT, wild-type.

### Identification of RA-regulated epigenetic marks and RAREs near RA-regulated genes known to control NMPs

Ingenuity Pathway Analysis (IPA) of our list of 93 RA target genes shows enrichment for the pathway "development of body trunk", including *Sox2*, *Cdx2*, and *Fgf8* known to be required for NMP function during trunk development (S1B Fig). NMPs are bipotential progenitor cells in the caudal region coexpressing *Sox2* and *T/Bra* that undergo balanced differentiation to either spinal cord neuroectoderm or presomitic mesoderm to generate the postcranial body axis [26–33]. NMPs are first observed in mouse embryos at about E8.0 near the node and caudal lateral epiblast lying on each side of the primitive streak [34–36]. Caudal Wnt and fibroblast growth factor (FGF) signals are required to establish and maintain NMPs [34,36–41]. *Cdx2* is required for establishment of NMPs [33]. During development, RA is first produced at E7.5 in presomitic mesoderm expressing *Aldh1a2* to generate an anteroposterior gradient of RA with high activity in the trunk and low activity caudally [5]. Loss of RA does not prevent establishment or maintenance of NMPs but does result in unbalanced differentiation of NMPs, with decreased caudal *Sox2* expression and decreased appearance of neural progenitors, plus increased caudal *Fgf8* expression and increased appearance of mesodermal progenitors and small somites because of the encroachment of caudal *Fgf8* expression into the trunk where it reduces epithelial condensation of presomitic mesoderm needed to form somites [19,20,42,43]. *Cdx2* expression is increased when RA is lost in *Aldh1a2*-/- embryos [44].

Here, when RA is lost, we observed RA-regulated H3K27ac and/or H3K27me3 peaks near several genes required for NMP function that show decreased (*Sox2*) or increased (*Fgf8* and *Cdx2*) expression (Fig 2A–2C). Most of these RA-regulated peaks contain RAREs, providing evidence that *Sox2*, *Fgf8*, and *Cdx2* are direct RA target genes (S3 Table). 

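Sox2, which favors a neural fate in NMPs, was at 19.8 FPKM in wild type and 10.9 FPKM in Aldh1a2-/- trunk, a log2 ratio of -0.86 (chromosome 3 of mm10, 34650405 to 34652461). This ratio lies just past the cutoff, which the paper chose so that Sox2 would be included, so its passing is given by that choice. Fgf8, the caudal growth factor gene, was at 0.864 and 32.6 FPKM (5.24; chromosome 19, 45736798 to 45742915). Cdx2, a homeobox gene of the caudal zone, was at 9.32 and 36.7 FPKM (1.98; chromosome 5, 147300805 to 147307270). T, a marker of NMPs and nascent mesoderm, was at 17.7 and 21.0 FPKM (0.24), within the cutoffs. Of 19 genes of the caudal epiblast and NMPs, 11 were measured, 6 were higher and 2 were lower in Aldh1a2-/-, with a median of 1.20 at the 98.92 percentile of random lists. Another 3 above 0.5 FPKM in wild type, Cdx1 among them, were listed at 0 in Aldh1a2-/-, and 2 were the other way round. The list is no longer among the highest 2.5% of random lists over genes above 0.5 FPKM in either sample with a pseudocount of 0.5 (0.88, 97.19 percentile) or above 5 FPKM in both (0.90, 96.29 percentile). Nkx1-2 was at 7.75 and 22.8 FPKM, and Sp5, a target of Wnt signaling, at 2.13 and 6.29 FPKM. The study names 7 genes of this list, and the 5 measured members that it does not name, 2 higher and 2 lower, had a median of 0.60 at the 82.00 percentile. Genes of presomitic mesoderm went both ways, 2 higher and 4 lower of 6 measured (median -0.95, 9.27 percentile), and 1 other was listed at 0 in wild type and above 0.5 FPKM in Aldh1a2-/-, and 1 the other way round. Dll1 was at 7.06 and 1.23 FPKM and Hes7 at 5.44 and 11.3 FPKM. For Sox2 the ratio is within the cutoffs on the TPM scale (-0.70) and with a pseudocount of 0.5 (-0.83) or 1 (-0.81). In the authors' deposited table the q-values are 0.801 for Sox2, 0.730 for Fgf8 and 0.721 for Cdx2.

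**Figure D3:**
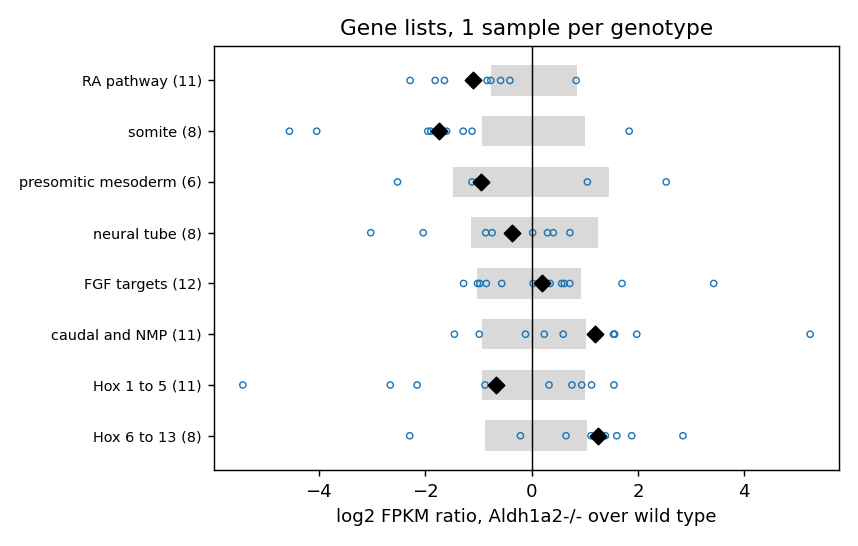
Log2 FPKM ratio of Aldh1a2-/- over wild type for 8 gene lists, with the number of measured genes in brackets. Circles are genes, diamonds the list medians and grey bars the medians of 10000 random lists matched on mean FPKM, without the outer 2.5% at each end. The median of the caudal and NMP list (1.20) lies above its bar, and that of the presomitic list (-0.95) lies within it.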

For *Sox2*, we observed 2 RA-regulated H3K27ac ChIP-seq peaks, but only the one in the 3′-noncoding region was found to have a RARE (Fig 2A). In the case of *Fgf8*, previous studies reporting knockout of the RARE located in the 5′-noncoding region at −4.1 kb resulted in increased caudal *Fgf8* expression and a small somite phenotype (although the defect is not as severe as for *Aldh1a2*-/- embryos), demonstrating that this RARE functions in vivo as a silencer by RA-dependent recruitment of NCORs [7]; RARE redundancy may explain the milder phenotype, as our approach suggests that *Fgf8* has 2 additional candidate RARE silencers (Fig 2B). RARE redundancy may be common, as we observe that *Cdx2* has 2 candidate RARE silencers (Fig 2C), and our overall analysis shows that many genes have more than 1 nearby RARE (S3 Table). These findings provide evidence that RA controls NMP differentiation directly at the transcriptional level by activating *Sox2* and repressing *Fgf8* and *Cdx2* as progenitor cells progress from a caudal to a trunk location.

**Fig 2:**
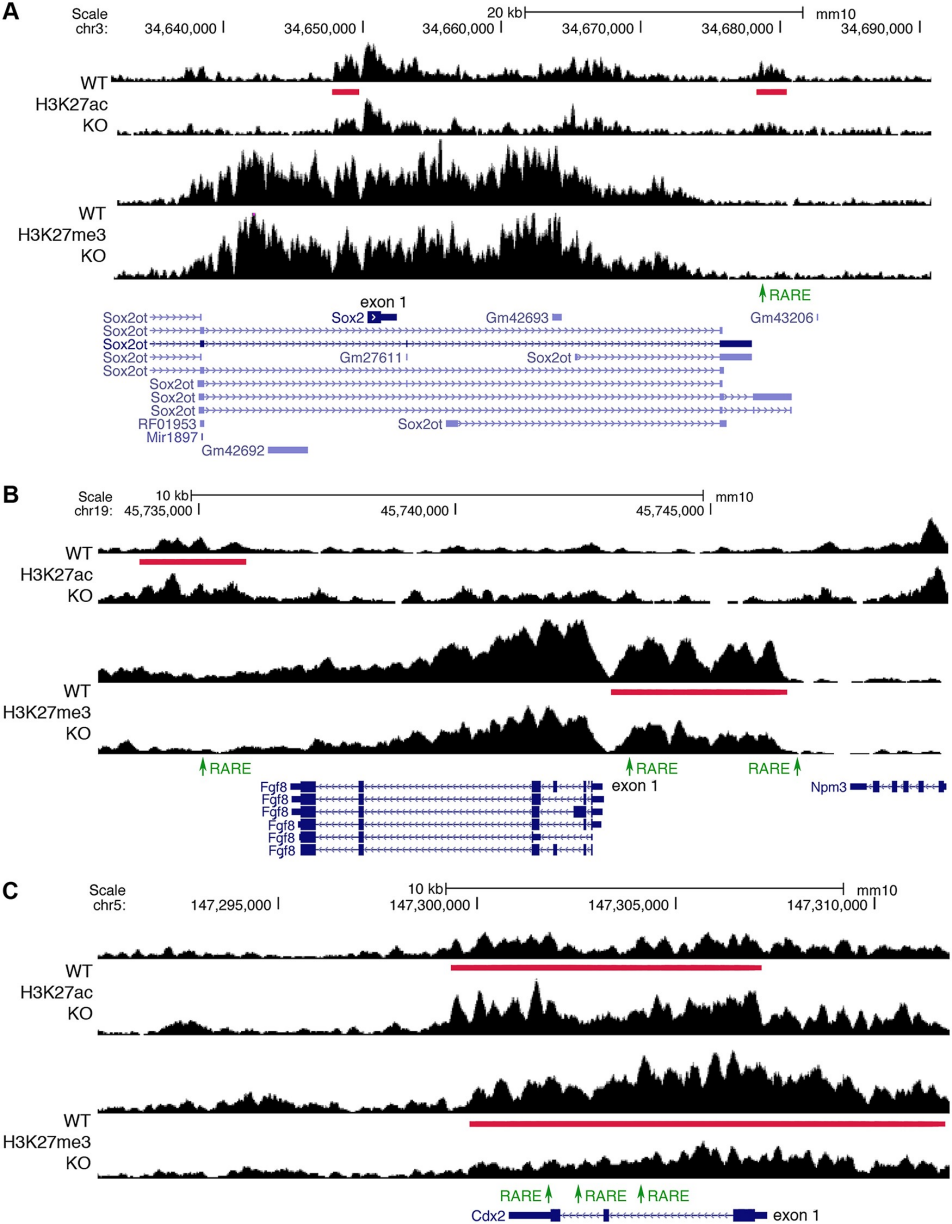
ChIP-seq findings identify RAREs near genes required for NMP function. (A) Two RA-regulated ChIP-seq peaks for H3K27ac (red bars) near *Sox2* are shown for trunk tissue from E8.5 WT versus *Aldh1a2*-/- (KO). A RARE (green) was found in the 3′-noncoding peak (but not the 5′-noncoding peak), suggesting it may function as a RARE enhancer as the H3K27ac peak is decreased when RA is lost. (B) Shown are RA-regulated ChIP-seq peaks for H3K27me3 and H3K27ac near *Fgf8*. In the 5′-noncoding region of *Fgf8*, we found 2 RAREs on either end of the peak for H3K27me3 (repressive mark) that is decreased in KO, indicating they are candidate RARE silencers; the RARE furthest upstream in the 5′-noncoding region at −4.1 kb was shown by knockout studies to function as an RA-dependent RARE silencer required for caudal *Fgf8* repression and somitogenesis [7]. We also found another RARE in the 3′-noncoding region of *Fgf8* that is another candidate for a RARE silencer, as it is contained within an RA-regulated peak for H3K27ac (activating mark) that is increased when RA is lost. (C) *Cdx2* has a peak for H3K27ac that is increased and an overlapping peak for H3K27me3 that is decreased, along with 3 RAREs included within both peaks, indicating that all these RAREs are candidates for RARE silencers. ChIP-seq, chromatin immunoprecipitation sequencing; E, embryonic day; H3K27ac, histone H3 K27 acetylation; H3K27me3, histone H3 K27 trimethylation; KO,; NMP, neuromesodermal progenitor; RA, retinoic acid; RARE, RA response element; WT, wild-type.

### Evidence for genes regulated indirectly by RA at the transcriptional level

Our studies show that many genes that are down-regulated or up-regulated following loss of RA are associated with RA-regulated peaks for H3K27ac or H3K27me3 (either nearby or in the same TAD) that do not contain RAREs (S1 and S2 Tables). Such genes may be indirectly activated or repressed by RA at the transcriptional level. 

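Pax6, a transcription factor gene of the spinal cord progenitors, was at 14.3 FPKM in wild-type and 1.76 FPKM in Aldh1a2-/- trunk, a log2 ratio of -3.02 (chromosome 2 of mm10, 105668900 to 105697364). Of 20 neural tube genes, 8 were measured, 3 were lower and none was higher, with a median of -0.36 at the 27.01 percentile of random lists. Sox2 and Pax6 of this list are the study's, and the other 6 measured members, 1 of them lower, had a median of 0.16 at the 61.07 percentile. Another 7 were above 0.5 FPKM in wild type and listed at 0 in Aldh1a2-/-, and 1 was the other way round. The median depends on which genes enter: over those above 0.5 FPKM in either sample, with a pseudocount of 0.5, the median was -1.72 at the 3.29 percentile, and over those above 0.1 FPKM or above 5 FPKM in both samples it was 0.02 (53.16 and 45.02 percentile). Hes3, a Hes family gene of neural progenitors, was at 13.4 and 3.28 FPKM. Ncam1, a neural adhesion gene, was at 23.7 and 14.2 FPKM, within the cutoffs. The q-value of Pax6 in the authors' deposited table is 0.764.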

In the case of *Pax6*, our results indicate that RA stimulates H3K27ac deposition in *Pax6* introns 2 and 6 that do not contain RAREs, with no other RA-regulated peaks in the same TAD (Fig 3A). Previous studies identified an enhancer in *Pax6* intron 6 containing a SOXB1 binding site that is important for activation in the spinal cord [45]. Activation of *Pax6* in the spinal cord requires CDX proteins in the posterior-most neural tube, and CDX binding sites have been identified in *Pax6* intron 2 [46]; in addition to expression in the caudal progenitor zone, mouse *Cdx1* is expressed in the posterior neural plate where *Pax6* is activated, and this expression domain requires RA [44]. Activation of *Pax6* requires that caudal FGF signaling be down-regulated [43]. Thus, although it is possible that our H3K27ac/H3K27me3 studies failed to identify an unknown RARE near *Pax6*, our findings suggest that the RA requirement for *Pax6* activation may operate through several indirect mechanisms because of the ability of RA to activate *Sox2* and *Cdx1* and repress *Fgf8* (Figs 1 and 2).

**Fig 3:**
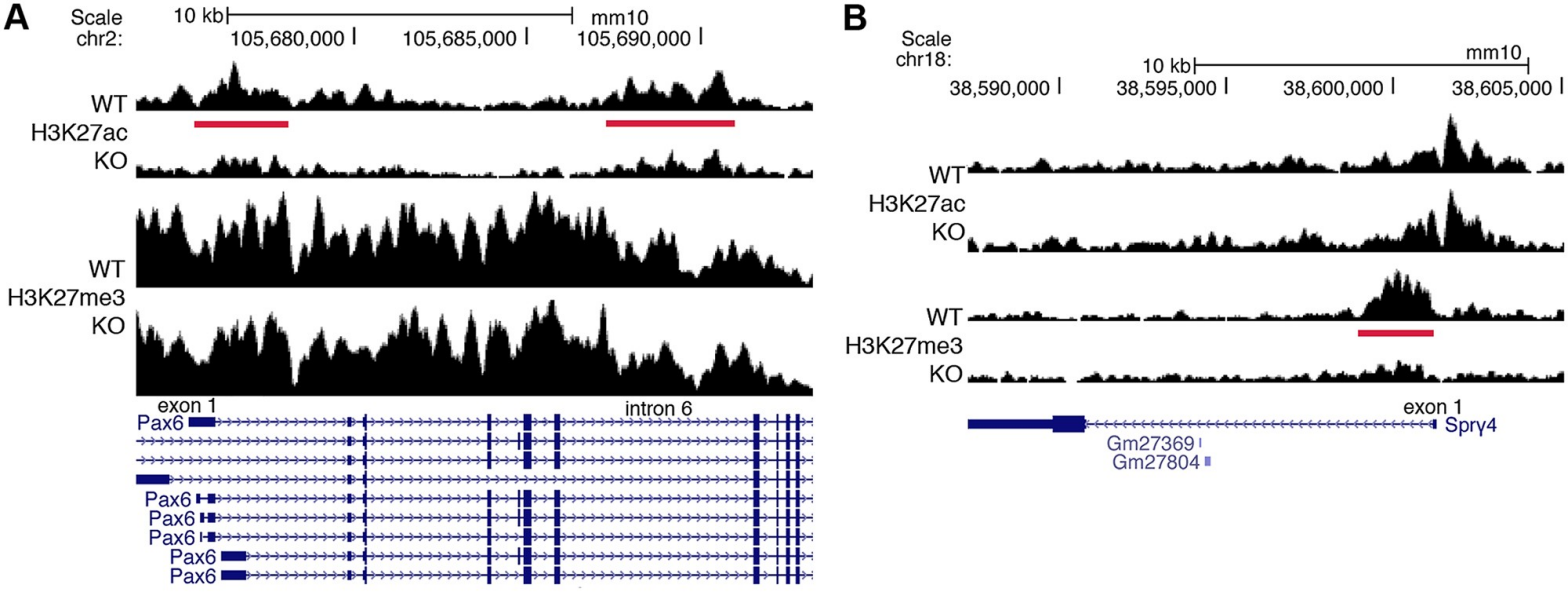
ChIP-seq findings for *Pax6* and *Spry4* that lack RARE enhancers or silencers. These genes are good candidates for being indirect transcriptional targets of RA as their RA-regulated ChIP-seq peaks do not contain RAREs. (A) *Pax6* has 2 RA-regulated peaks (red bars) for H3K27ac (decreased) when RA is lost in E8.5 trunk tissue from *Aldh1a2*-/- (KO) compared with WT; these RA-regulated peaks do not contain RAREs, suggesting that transcription of *Pax6* is indirectly activated by RA. (B) *Spry4* has an RA-regulated peak for H3K27me3 (decreased) when RA is lost with no associated RARE, suggesting that transcription of *Spry4* is indirectly repressed by RA. ChIP-seq, chromatin immunoprecipitation sequencing; E, embryonic day; H3K27ac, histone H3 K27 acetylation; H3K27me3, histone H3 K27 trimethylation; KO, knockout; RA, retinoic acid; RARE, RA response element; WT, wild-type.

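Targets of FGF signaling other than Spry4 went both ways in Aldh1a2-/- trunk (Spry4 lies on chromosome 18 of mm10, 38586247 to 38601415). Of 13 target and feedback genes of the FGF pathway, 12 were measured, 2 were higher and 3 were lower, with a median log2 ratio of 0.19 at the 66.97 percentile of random lists, and of 0.19 at the 65.06 percentile also without Spry4 and Il17rd, which the study names. A further 1 was above 0.5 FPKM in wild type and listed at 0 in Aldh1a2-/-. Etv5, a transcription factor gene induced by FGF, was at 6.18 FPKM in wild type and 20.1 FPKM in Aldh1a2-/-. Spred1, an inhibitor of the pathway, was at 24.9 and 10.3 FPKM. In the authors' deposited table the q-value of Spry4 is 0.725.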

We observed that *Spry4* (shown here to be down-regulated by RA) does not have a RARE associated with its RA-regulated ChIP-seq peak for H3K27me3; no other RA-regulated peaks were found in its TAD (Fig 3B). Many of the RA-regulated ChIP-seq peaks observed with our approach that do not contain RAREs may be indirect RA-regulated peaks that contain DNA binding sites for transcription factors other than RARs whose expression or activity is altered by loss of RA, thus resulting in changes for H3K27ac/H3K27me3 marks that are caused by the other transcription factors.

### Conservation of RAREs identified with our approach identifies candidate RA target genes

Although it possible that some RAREs that are conserved only in mammals perform mammal-specific functions, RAREs that are conserved from mammals to birds or lower may play fundamental roles in regulation of target genes. The candidate RARE enhancers and RARE silencers we identified here that are associated with RA-regulated epigenetic marks were searched for evolutionary conservation using the University of California Santa Cruz (UCSC) genome browser. Among the RAREs in which the nearest gene is RA-regulated, we found 6 RAREs that are conserved from mouse to zebrafish, 11 conserved to frog (*Xenopus tropicalis*), 18 conserved to reptile (lizard, painted turtle), 20 conserved to bird (chicken, turkey), 39 conserved to human, 65 conserved to rodent (rat), and 20 that are not conserved with rat (S3 Table). The large number of RAREs (i.e., 20) conserved beyond mammals to bird, lizard, frog, or fish demonstrate that our approach is able to identify highly conserved RAREs that point to excellent candidate genes required for development. Among the additional RAREs we found located farther away in the TAD from an RA-regulated gene, we identified only 4 more RAREs conserved beyond mammals to bird, lizard, frog, or fish, thus bringing the total to 24 highly conserved RAREs (S3 Table). Thus, most of the highly conserved RAREs we identified are located very close to an RA-regulated gene rather than further distant in the TAD. In addition, all these highly conserved RAREs are either identical to the RARE consensus or have only 1 mismatch. 

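Of the 38 genes of Table 2, 37 were past the cutoffs in the called direction in Aldh1a2-/- trunk. The study took them from genes past its cutoffs in these 2 samples, so this tally follows from their selection. Of the 27 genes with a RARE enhancer, 26 were lower, with a median log2 ratio of -1.71, and all 11 genes with a RARE silencer were higher, with a median of 1.22. These 11 are Fgf8 and 10 other genes of its TAD on chromosome 19. They include Mrpl43, a mitochondrial ribosomal protein gene, at 7.50 FPKM in wild type and 41.9 FPKM in Aldh1a2-/-, Chuk, a kinase gene of NF-kappa-B signaling, at 12.5 and 41.5 FPKM, and Poll, a DNA polymerase gene, at 7.05 and 13.3 FPKM, whose ratio is within the cutoffs with upper quartile scaling (0.82) or a pseudocount of 1 (0.83). The list leaves out Pax2, which lies between Chuk and Mrpl43 on chromosome 19 and was lower, at 4.24 and 0.670 FPKM (-2.66). That the 11 were all higher therefore does not describe every gene of the region. Of the 38 genes, 20 had more than 5 FPKM in both samples. In the authors' deposited table none of the 38 has a q-value under 0.05, and the lowest is 0.315.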

Here we summarize the 24 most highly conserved RAREs that point to 38 RA-regulated genes that may be required for development (Table 2).

**Table 2:** DNA sequences of highly conserved RAREs located in RA-regulated ChIP-seq peaks for H3K27ac or H3K27me3 near all RA-regulated genes in same TAD.

RARE Motifs (Homer): DR5 = RAR:RXR(NR),DR5; DR2 = Reverb(NR),DR2; DR1 = TR4(NR),DR1										
Nearest Gene with Decreased or Increased Expression in *Aldh1a2* KO	Other Genes in Same TAD with Decreased or Increased Expression in *Aldh1a2* KO	RARE DNA Sequence 5′-3′ Overall Consensus: AGGTCA N5,N2 AGGTCA G T or N1 G T	Type of RARE	Conserved						Genomic Coordinates (mm10)
				rodent	human	bird	reptile	frog	fish	
**RARE Enhancers** (RA stimulates gain of H3K27ac and/or loss of H3K27me3 near RARE and activates gene in same TAD)										
C1d	none	GGGTCA G GGGTTA	DR1	x	x	x	x	x	x	chr11:18748180–18748192
Clstn1	Lzic, Nmnat1, Kif1b	GGGTCA GA AGGTCA	DR2	x	x	x	x	x		chr4:149907094–149907107
Dach1	None	AGTTCA CACAA AGTTCA	DR5	x	x	x	x	x	x	chr14:98035388–98035404
Dhrs3	None	GGGTCA TTCCA AGTTCA	DR5	x	x	x	x	x		chr4:145034810–145034826
		GGTTCA TCGGG AGGGCA	DR5	x	x	x	x	x		chr4:145034847–145034863
Foxp4	None	GGGTGA C AGGTCA	DR1	x	x	x	x			chr17:47898625–47898637
Hoxa1	Hoxa4, Hoxa9, Skap2	GGTTCA CCGAA AGTTCA	DR5	x	x	x	x	x		chr6:52153426–52153442
		GGTTCA AGAAG AGTTCA	DR5	x	x	x	x	x	x	chr6:52175533–52175549
Meis1	none	AGGCCA CTGAG AGGTCA	DR5	x	x	x	x	x		chr11:18963875–18963891
Meis2	Dph6	AGGTCA AAAAC AGTTCA	DR5	x	x	x	x			chr2:116071242–116071258
Nr2f1	none	GTGTCA A AGTTCA	DR1	x	x	x	x	x	x	chr13:78200425–78200437
Nr2f2	none	GTGTCA A AGTTCA	DR1	x	x	x	x	x	x	chr7:70361772–70361784
Pbx1	Lmx1a	GGGTCG CT GGGTCA	DR2	x	x	x	x			chr1:169238844–169238857
Rarb	none	GGTTCA CCGAA AGTTCA	DR5	x	x	x	x			chr14:16575513–16575529
Sox2	none	GGGTCA GG AGGTCA	DR2	x	x	x	x	x	x	chr3:34679067–34679080
Tshz1	none	GGGTCA TTCAT AGTTCA	DR5	x	x	x	x			chr18:84073476–84073492
		AGGTCA GG AGGTGA	DR2	x	x	x	x			chr18:83839858–83839871
		GGGTGA ACTCA GGTTCA	DR5	x	x	x	x			chr18:83839869–83839885
Zbtb16	none	GGGTCA CA GGGTCA	DR2	x	x	x	x	-	x	chr9:48694721–48694734
		GGGTCA G GGGTTA	DR1	x	x	x	x			chr9:48695827–48695839
Zfhx4	Pex2	GGGTCA GCCTG AGGTCA	DR5	x	x	x	x	x	x	chr3:5388103–5388119
Zfp386	none	GAGTCA A AGGTCA	DR1	x	-	x	x			chr12:117352086–117352098
Zfp638	none	GGTTCA GCCAA AGGTGA	DR5	x	x	x	x	x		chr6:84976840–84976856
**RARE Silencers** (RA stimulates gain of H3K27me3 and/or loss of H3K27ac near RARE and represses gene in same TAD)										
Fgf8	Poll, Btrc, Mrpl43, Chuk, Sema4g, Dnmbp, Erlin1, Entpd7, Got1, Slc25a28	GGGTCA GC AGTTCA	DR2	x	x	x				chr19:45747043–45747056

RAREs shown here are conserved from mouse to bird, reptile, frog, or fish. RAREs contain no more than 1 mismatch to Homer consensus DR5, DR2, or DR1 RARE motifs shown here.

Abbreviations: *Aldh1a2*, aldehyde dehydrogenase 1A2; ChIP-seq, chromatin immunoprecipitation sequencing; DR, direct repeat; H3K27ac, histone H3 K27 acetylation; H3K27me3, histone H3 K27 trimethylation; KO, knockout; RA, retinoic acid; RARE, RA response element; TAD, topologically associated domain

As RAREs need to be bound by an RAR in order to function, we examined previously reported RAR ChIP-seq databases for mouse embryoid bodies [8] and mouse F9 embryonal carcinoma cells [9] to determine whether the highly conserved RAREs we identified are included in RAR-binding regions. We found that 19 of our 24 highly conserved RAREs are included in the RAR ChIP-seq peaks from at least 1 of those studies (S4 Table).

Our list of best candidate RA target genes (Table 2) includes several for which knockout studies have already demonstrated required functions during trunk development, i.e., in RA signaling (*Rarb*, *Dhrs3*), body axis formation (*Hoxa1*, *Hoxa4*, *Hoxa9*, *Sox2*, *Fgf8*, *Pbx1*, *Tshz1*, *Zbtb16*), and foregut formation (*Foxp4*); mouse knockout data are summarized by Mouse Genome Informatics (http://www.informatics.jax.org). This list also includes many genes for which knockout studies have either not been performed or knockouts resulted in no reported early developmental defects. This list of genes thus contains excellent new candidates that can be tested for function during trunk development by generating knockouts or double knockouts in the case of gene families.

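The genes of Table 2 with a RARE enhancer, apart from Zbtb16, were lower in Aldh1a2-/- trunk, and were selected by the study as past its cutoffs. C1d, a gene of nuclear RNA processing, was at 7.84 FPKM in wild type and 1.69 FPKM in Aldh1a2-/-, a log2 ratio of -2.21. Nmnat1, an enzyme of NAD synthesis that S3 Table lists at the same RARE as Kif1b, was at 9.38 and 0.629 FPKM (-3.90), and Lzic at 15.9 and 3.12 FPKM (-2.35). Skap2, an adaptor protein gene, was at 23.3 and 7.29 FPKM (-1.68). Smaller differences were those of Pex2, a peroxisome gene listed at the RARE of Zfhx4 (12.0 and 6.31 FPKM, -0.93), and, with a RARE silencer, of Entpd7, a nucleotidase gene (3.74 and 7.24 FPKM, 0.95). These ratios are within the cutoffs with a pseudocount of 1 (-0.83 for Pex2 and 0.80 for Entpd7), and that of Pex2 also on the TPM scale (-0.77).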

### *Nr2f* and *Meis* gene families have nearby RA-regulated epigenetic marks associated with highly conserved RARE enhancers

We identified 2 gene families (*Nr2f* and *Meis*) in which 2 family members have decreased expression when RA is lost and nearby RA-regulated peaks for H3K27ac or H3K27me3 containing RAREs. 

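Nr2f and Meis genes outside the 4 that the study examined did not all move with them in Aldh1a2-/- trunk. Nr2f6, the third Nr2f gene, was at 24.2 FPKM in wild type and 4.13 FPKM in Aldh1a2-/-, a log2 ratio of -2.55. Meis3, singled out after its values were seen, was at 16.4 and 24.2 FPKM (0.56), within the cutoffs. Of 10 genes on the list drawn up around these families, 9 were measured, 6 were lower and none was higher, at the 0.10 percentile of random lists. The 4 measured genes that the study does not name had a median of -0.27 at the 22.81 percentile. Nr2f1 lies on chromosome 13 of mm10 from 78188973 to 78199757 and Nr2f2 on chromosome 7 from 70351944 to 70366735. Meis1 lies on chromosome 11 from 18879817 to 19018985 and Meis2 on chromosome 2 from 115863064 to 116065839. In the authors' deposited table the q-values are 0.315 for Nr2f2, 0.368 for Meis1, 0.690 for Nr2f1 and 0.722 for Meis2.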

*Nr2f1* and *Nr2f2* encode orphan nuclear receptors NR2F1 and NR2F2 (previously known as COUP-TFI and COUP-TFII, respectively) that regulate transcription, although they have not been found to have endogenous ligands that control their activity [47]. *Meis1* and *Meis2* encode transcription factors belonging to the three amino acid loop extension (TALE) family of homeodomain-containing proteins [48,49].

Previous studies suggested that *Nr2f* genes are activated by RA in *Ciona*, zebrafish, and mouse cell lines [50–53]. Here, *Nr2f1* and *Nr2f2* were both found to have a single RARE in the 5′-noncoding region close to exon 1 that is overlapped by or close to the edge of RA-regulated H3K27ac and H3K27me3 peaks (Fig 4A and 4B). Recent studies in zebrafish identified RAREs in similar locations in the *nr2f1a* and *nr2f2* genes [52], and this conservation to mouse was detected by our analysis (Table 2).

**Fig 4:**
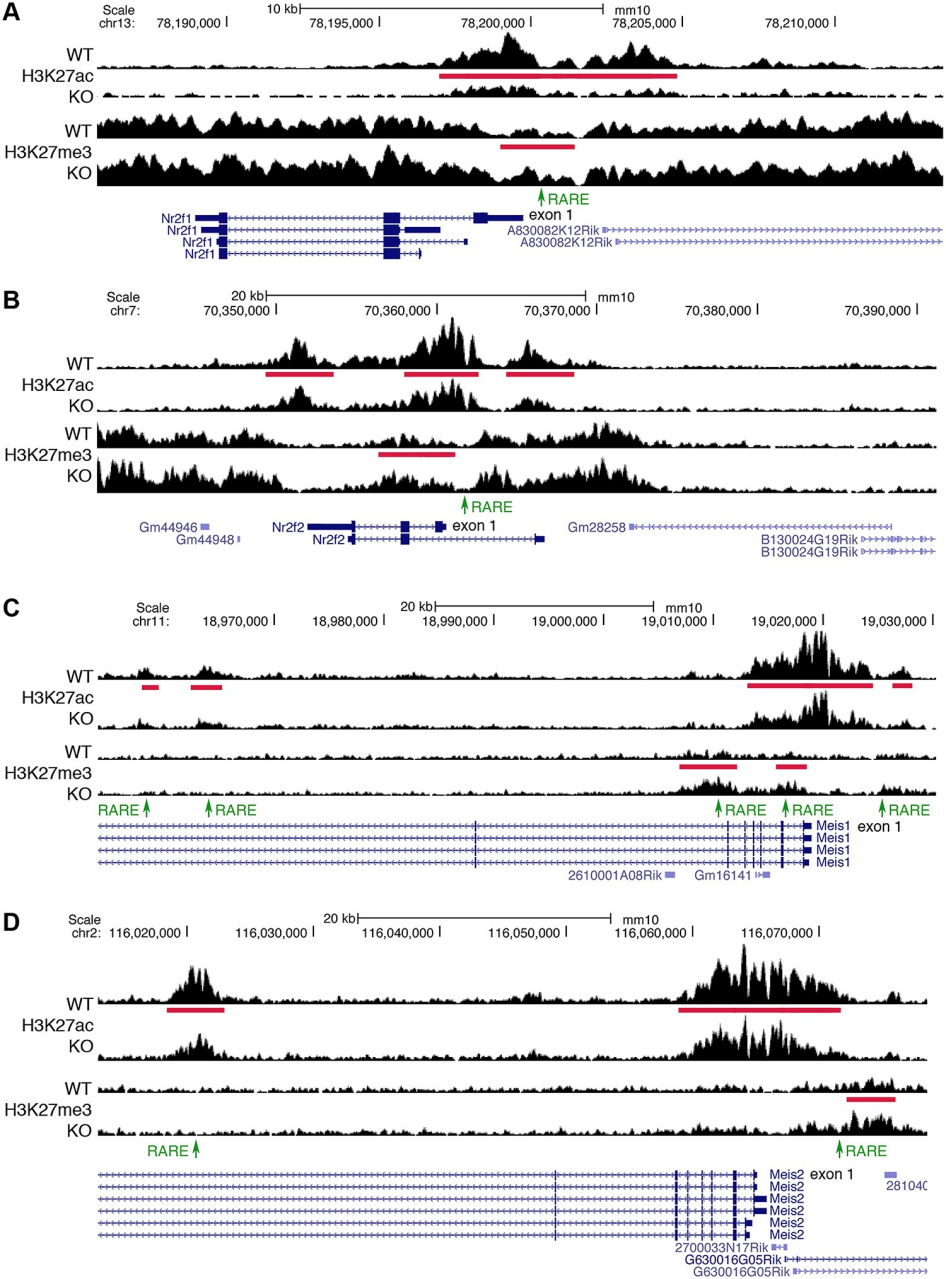
ChIP-seq findings for *Nr2f1*, *Nr2f2*, *Meis1*, and *Meis2* identify RARE enhancers in gene families. (A-B) *Nr2f1* and *Nr2f2* have RA-regulated peaks (red bars) for both H3K27ac (decreased) and H3K27me3 (increased) when RA is lost in E8.5 trunk from *Aldh1a2*-/- (KO) compared with WT. Each family member has one RARE (green) contained within these RA-regulated peaks that are candidates for RARE enhancers. (C-D) *Meis1* and *Meis2* have RA-regulated peaks for both H3K27ac (all decreased) and H3K27me3 (all increased) when RA is lost, along with associated RAREs for each peak that are candidates for RARE enhancers. ChIP-seq, chromatin immunoprecipitation sequencing; E, embryonic day; H3K27ac, histone H3 K27 acetylation; H3K27me3, histone H3 K27 trimethylation; KO, knockout; *Meis1*, *Meis* homeobox 1; *Meis2*, *Meis* homeobox 2; *Nr2f1*, nuclear receptor 2f1; *Nr2f2*, nuclear receptor 2f2; RA, retinoic acid; RARE, RA response element; WT, wild-type.

*Meis1* and *Meis2* were previously shown to be up-regulated by RA in chick limbs treated with RA [54], and loss of RA in *Aldh1a2*-/- embryos results in reduced expression of *Meis2* in paraxial mesoderm [55]. Other studies have shown that *Meis1* and *Meis2* are activated by RA in embryonic stem cells and other cell lines, and RAREs were identified in their 5′-noncoding regions [56,57]. Here, *Meis1* was found to have 4 RAREs in introns 1, 6, and 7 that are overlapped by RA-regulated peaks for H3K27ac and/or H3K27me3; plus, we identified the previously reported RARE in the 5′-noncoding region that is located at the edge of a small RA-regulated H3K27ac peak (Fig 4C). *Meis2* was found to have 2 RAREs that are overlapped by RA-regulated peaks for H3K27ac and/or H3K27me3, 1 in the 5′-noncoding region (previously identified) and another in intron 7 (Fig 4D). Our analysis shows that *Meis1* and *Meis2* each have a highly conserved DR5 RARE enhancer (Table 2). Together, these studies identify *Nf2f1*, *Nr2f2*, *Meis1*, and *Meis2* as candidate RA target genes in the developing trunk.

### *Nr2f1* and *Nr2f2* function redundantly to control body axis formation

In order to be a biologically important direct RA target gene, the gene must be controlled by a RARE and must also perform a function downstream of RA during trunk development, which can be determined by gene knockout studies. Here, we sought to validate our approach by performing knockout studies on some of the candidate RA target genes, particularly those that have nearby highly conserved RAREs. One could also undertake deletion studies of the RAREs, but this is only relevant after a knockout of the gene itself shows a defect. In addition, as genes are often controlled by redundant enhancers (which we observed here for many genes that have 2 or more RAREs associated with RA-regulated epigenetic marks; S3 Table), studies in which predicted enhancers are deleted often have no effect on development [13,14,58–60]; this includes knockout studies we performed on a RARE that was predicted by enhancer transgene studies to be needed for *Tbx5* expression in forelimb bud that had no effect on *Tbx5* or development [13]. Next, we describe gene knockout studies on candidate RA target genes with nearby highly conserved RAREs to determine whether these genes have a required function in trunk development.

*Nr2f1* and *Nr2f2* were selected for gene knockout because they both have nearby candidate RARE enhancers (identified by our H3K27ac/H3K27me3 ChIP-seq analysis) that are conserved from mouse to zebrafish (Table 2). *Nr2f1* (formerly known as COUP-TFI) and *Nr2f2* (formerly known as COUP-TFII) are both expressed at E8.5 in somites and presomitic mesoderm but not the spinal cord, suggesting they may function in mesoderm formation during body axis formation [61,62]. Here, in situ hybridization analysis shows that *Nr2f1* and *Nr2f2* have reduced expression in the trunk of E8.5 *Aldh1a2*-/- embryos compared with wild type (S3 Fig).

The *Nr2f1* knockout is lethal at birth with brain defects, but no somite, spinal cord, or body axis defects are observed [63]. The *Nr2f2* knockout is lethal at E10.5 with defects in heart development but not body axis formation [64]. As redundancy may have masked a body axis defect, we generated *Nr2f1/Nr2f2* double mutants. As it would be quite time-consuming and expensive to obtain (if possible) the previously described *Nr2f1* and *Nr2f2* single-knockout mouse lines, then generate a double heterozygote mouse line, and then generate double homozygote embryos at a ratio of 1:16, we employed CRISPR/Cas9 gene editing to examine F0 embryos as we previously described for *Ncor1/Ncor2* double mutants [7]. Fertilized mouse oocytes were injected with single-guide RNAs (sgRNAs) designed to generate frameshift knockout deletions in the second exons of both *Nr2f1* and *Nr2f2*. After dissecting F0 embryos at E9.0, we obtained *Nr2f1/Nr2f2* double knockouts that exhibited a body axis growth defect, more similar in size to that of wild-type E8.25 embryos (Fig 5). Genotyping showed that embryos carrying 1 or 2 knockout alleles were normal in size compared with E9.0 wild type (Fig 5A), whereas embryos carrying either 3 or 4 knockout alleles exhibited a defect in body axis extension and are similar in size to E8.25 wild type; *n* = 7 (Fig 5B and 5C). Staining for *Uncx* somite expression demonstrated that embryos with 1–2 knockout alleles all have a normal number of somites with normal size (Fig 5A), whereas embryos with 3–4 knockout alleles all have fewer somites that are smaller in size; embryos with 3 knockout alleles (either *Nr2f1*-het/*Nr2f2*-hom or *Nr2f1*-hom/*Nr2f2*-het) or 4 knockout alleles (*Nr2f1*-hom/*Nr2f2*-hom) have a similar small somite defect (Fig 5B and 5C). As E9.0 *Nr2f1/Nr2f2* mutants carrying 3–4 knockout alleles are more similar in size to E8.25 wild type, in order to estimate somite size along the anteroposterior axis, we compared them to *Uncx*-stained E8.25 wild-type embryos (Fig 5D), thus revealing that the E9.0 mutants have somites about 57% the size of somites in E8.25 wild-type embryos, showing they have a specific defect in trunk development rather than a global body growth defect (Fig 5E).

**Fig 5:**
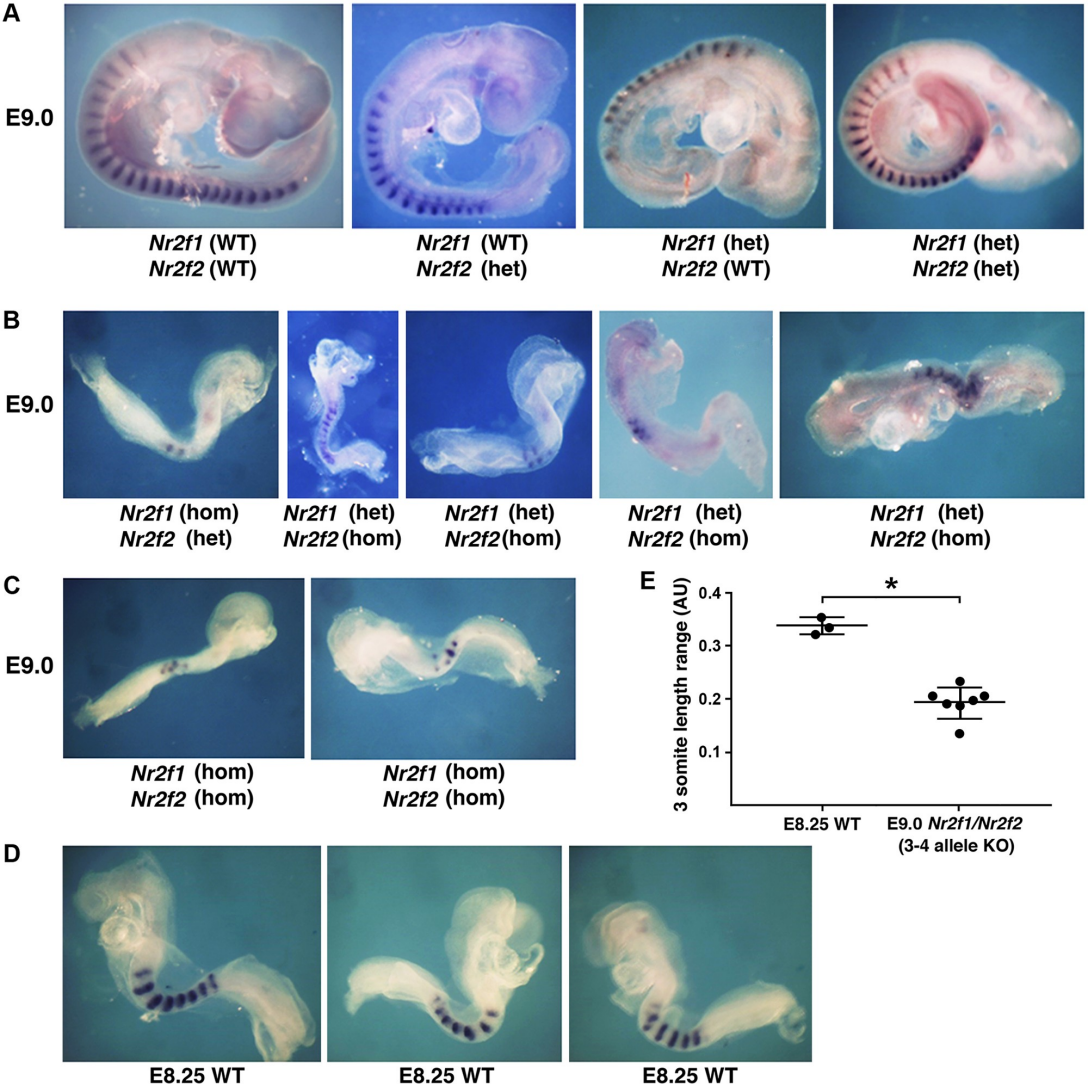
*Nr2f1/Nr2f2* double mutants exhibit defects in body axis formation. (A) Embryos dissected at E9.0 carrying 0–2 knockout alleles for *Nr2f1* or *Nr2f2* have normal somites and body axis formation based on expression of the somite marker *Uncx*. (B-C) Embryos dissected at E9.0 and stained for *Uncx* that carry 3 or 4 knockout alleles for *Nr2f1* or *Nr2f2* exhibit small somites and reduced body axis growth resembling the size of embryos at E8.25. (D) WT E8.25 embryos stained for *Uncx* expression. (E) Comparison of somite size along the anteroposterior axis between E8.25 WT and E9.0 *Nr2f1/Nr2f2* knockout embryos (3–4 knockout alleles); *p < 0.05, data expressed as mean ± SD, 1-way ANOVA (nonparametric test); WT, *n* = 3 biological replicates; *Nr2f1/Nr2f2* 3–4 allele double knockout, *n* = 7 biological replicates. Data associated with this figure can be found in S1 Data. AU, arbitrary units; E, embryonic day; het, heterozygous; hom, homozygous; *Nr2f1*, nuclear receptor 2f1; *Nr2f2*, nuclear receptor 2f2; SD, standard deviation; WT, wild-type.

Overall, our findings show that loss of 3 or 4 alleles of *Nr2f1* and *Nr2f2* hinders body axis formation and results in smaller somites, thus validating our approach for finding new genes regulated by RA that are required for body axis formation. *Nr2f1/Nr2f2* double mutants exhibit a small somite phenotype (57% of normal) that is similar to RA-deficient *Aldh1a2*-/- embryos (50% of normal); however, they cease body axis extension sooner, as E9.0 *Nr2f1/Nr2f2* double mutants have fewer than 10 somites (Fig 5B and 5C), whereas most E9.0 *Aldh1a2*-/- embryos reach 15 somites [65]. Thus, the more severe growth defect we observe for *Nr2f1/Nr2f2* double mutants may be caused at least in part by a cardiac defect [64]. However, as our RNA-seq and ChIP-seq studies were performed on trunk tissue in which the heart was excluded, our findings show that RA-regulated epigenetic marks are observed near *Nr2f1/Nr2f1* genes located outside the heart in the trunk. Also, our results show that double mutants have smaller somites than wild-type embryos of a comparable size, revealing a specific effect on somitogenesis (body axis extension) rather than just an overall effect on embryonic growth. In the future, more detailed studies of *Nr2f1/Nr2f2* double mutants can be performed to determine how these genes control body axis extension. In addition, future studies can be performed to determine how RARE enhancers function along with other factors to control *Nr2f1* and *Nr2f2* expression during body axis formation.

### *Meis1* and *Meis2* function redundantly to control both body axis and limb formation

*Meis1* and *Meis2* were selected for gene knockout, as *Meis1* has a nearby candidate RARE enhancer conserved from mouse to frog, and *Meis2* has a nearby candidate RARE enhancer conserved from mouse to bird (Table 2). *Meis1* and *Meis2* are both expressed throughout the trunk and in the proximal regions of limb buds [54]. Here, in situ hybridization analysis shows that *Meis1* and *Meis2* have reduced expression in the trunk of E8.5 *Aldh1a2*-/- embryos compared with wild type (S3 Fig).

The *Meis1* knockout is lethal at E11.5 with hematopoietic defects, but no body axis or limb defects are observed [66]. The *Meis2* knockout is lethal at E14.5 with defects in cranial and cardiac neural crest, but no defects in body axis or limb formation were observed [67]. As redundancy may have masked a body axis or limb defect, we generated *Meis1/Meis2* double mutants via CRISPR/Cas9 gene editing of fertilized mouse oocytes employing sgRNAs designed to generate frameshift knockout deletions in the second exons of both *Meis1* and *Meis2*. Embryos were dissected at E10.5 and stained for somite *Uncx* expression. Genotyping showed that E10.5 embryos carrying 1 or 2 knockout alleles for *Meis1/Meis2* were normal in size with normal-size somites compared with E10.5 wild type (Fig 6A). However, E10.5 embryos carrying 3 or 4 knockout alleles for *Meis1/Meis2* exhibited a body axis extension defect and were either similar in size to *Uncx*-stained E9.5 wild-type embryos (*n* = 3) or smaller (*n* = 4); comparison of somite size along the anteroposterior axis for 5 of these E10.5 mutants shows that somite sizes range from that seen in E9.5 wild type to about 60% of normal (Fig 6B–6D). We observed that E10.5 *Meis1/Meis2* mutants carrying 3–4 knockout alleles that grew similar in size and somite number to E9.5 embryos exhibited a lack of forelimb bud outgrowth; *n* = 3 (Fig 6E).

**Fig 6:**
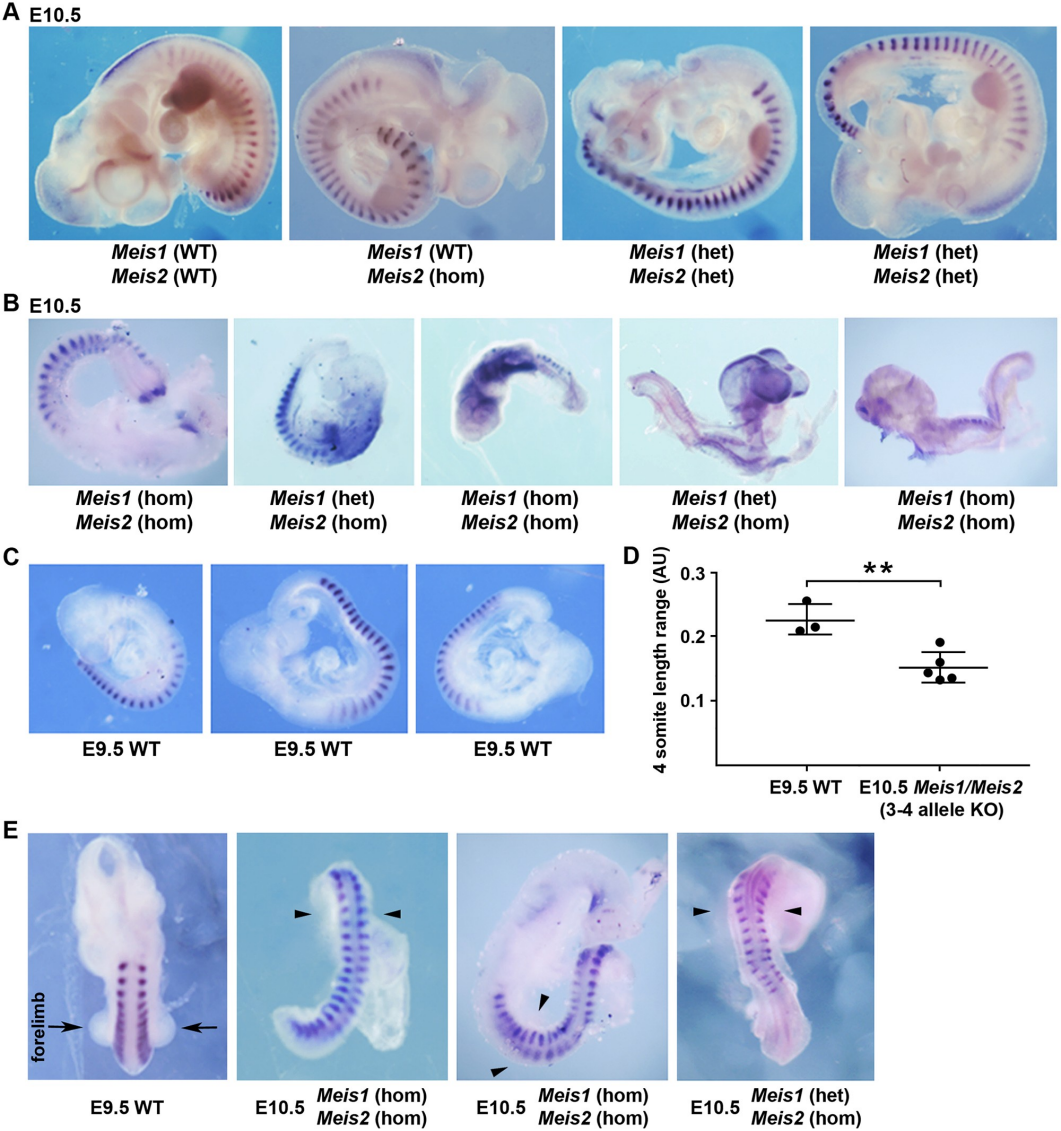
*Meis1/Meis2* double mutants exhibit defects in body axis and forelimb formation. (A) Embryos dissected at E10.5 carrying 0–2 KO alleles for *Meis1* or *Meis2* have normal somites and body axis formation based on expression of the somite marker *Uncx*; also, limb formation is normal. (B) Embryos dissected at E10.5 and stained for *Uncx* that carry 3 or 4 KO alleles for *Meis1* or *Meis2* exhibit small somites and reduced body axis growth resembling the size of embryos at E9.5. (C) WT E9.5 embryos stained for *Uncx* expression. (D) Comparison of somite size along the anteroposterior axis between E9.5 WT and E10.5 *Meis1/Meis2* KO embryos (3–4 KO alleles); *p < 0.05, data expressed as mean ± SD, 1-way ANOVA (nonparametric test); WT, *n* = 3 biological replicates; *Meis1/Meis2* 3–4 allele double KO, *n* = 5 biological replicates. (E) Forelimb buds (arrows) normally observed in an E9.5 WT embryo are absent in E10.5 *Meis1/Meis2* KO embryos with 3–4 knockout alleles (arrowheads). Data associated with this figure can be found in S1 Data. AU, arbitrary units; E, embryonic day; het, heterozygous; hom, homozygous; *Meis1*, *Meis* homeobox 1; *Meis2*, *Meis* homeobox 2; KO, knockout; SD, standard deviation; WT, wild-type.

Overall, our findings show that loss of 3 or 4 alleles of *Meis1* and *Meis2* hinders body axis and forelimb formation, thus providing further evidence that our method of identifying candidate RA target genes can identify genes essential for development. *Meis1/Meis2* double mutants all exhibit a growth defect but display a variable range of somite sizes (from normal to 60% of normal), which is not as severe as for *Aldh1a2*-/- embryos (consistent 50% reduction) [65]; however, *Meis1/Meis2* double mutants that develop to E9.5 (20–25 somites) fail to develop forelimbs (Fig 6E), similar to E9.5 *Aldh1a2*-/- embryos [68]. In the future, more detailed studies of *Meis1/Meis2* double mutants can be performed to determine how these genes control body axis and limb formation; plus, additional studies can be performed to determine how RARE enhancers function along with other factors to control *Meis1* and *Meis2* expression during early development.

## Discussion

Our epigenetic ChIP-seq studies combined with RNA-seq on wild-type versus *Aldh1a2*-/- RA-deficient trunk tissue provides a means for identifying new candidate RA target genes that may be required for development. By focusing on RA-regulated genes that also have changes in nearby RA-regulated H3K27ac and/or H3K27me3 epigenetic marks associated with highly conserved RARE enhancers or silencers, our approach can be used to identify excellent candidates for gene knockout studies to learn more about gene function.

Here, in our studies on *Aldh1a2*-/- trunk tissue, we were able to narrow down 4,298 genes identified with RNA-seq that have significant changes in gene expression following loss of RA to 38 excellent candidate RA target genes in E8.5 trunk that also have significant changes in H3K27ac and/or H3K27me3 marks (located nearby or further away in the same TAD) associated with highly conserved RAREs. Our method allows one to identify genes that are most likely to be transcriptional targets of the RA signaling pathway as opposed to those whose expression is changed by effects downstream of RARs and RA signaling such as changes in expression or activity of other transcription factors or posttranscriptional changes in mRNA abundance. Our findings allow us to predict that some genes are likely to be indirect transcriptional targets of RA, as they have nearby RA-regulated peaks for H3K27ac or H3K27me3 but no RAREs, i.e., *Pax6* that is transcriptionally regulated by factors whose expression is altered by loss of RA including *Sox2* [45], *Cdx* [46], and *Fgf8* [43].

Our findings provide evidence for additional RARE silencers. Previous methods designed to identify RAREs favored discovery of RARE enhancers, as studies were designed to find DNA elements that, when fused to a heterologous promoter and marker gene, would stimulate expression of the marker gene in the presence of RA. Also, when NCOAs and NCORs that control RA signaling were originally discovered, the model proposed for their function suggested that binding of RA to RAR favored binding of NCOA to activate transcription, with unliganded RAR favoring release of NCOA and binding of NCOR to repress transcription [69]. However, analysis of the *Fgf8* RARE silencer at −4.1 kb demonstrated that RARs bound to RAREs can recruit NCOR in an RA-dependent manner; plus, this RARE is required for normal body axis extension [7]. The *Fgf8* RARE silencer was also found to recruit PRC2 and histone deacetylase 1 (HDAC1) in an RA-dependent manner, providing further evidence that RA can directly control gene silencing [17]. Here, we identified additional RARE silencers near *Fgf8* and *Cdx2* plus several additional genes. Our studies indicate that RARE silencers are less common than RARE enhancers, and we found that *Fgf8* is the only gene associated with a RARE silencer conserved beyond mammals. These additional RARE silencers can be further examined in comparison to the *Fgf8* RARE silencer to determine the mechanism through which RA directly represses transcription. It will be important to determine how RAREs can function as RA-dependent enhancers for some genes but RA-dependent silencers for other genes.

RA has been shown to be required for balanced NMP differentiation during body axis formation by favoring a neural fate over a mesodermal fate [19,29,32]. Our studies provide evidence that RA directly regulates several genes at the trunk/caudal border needed for NMP differentiation—i.e., activation of *Sox2* in the neural plate that favors neural differentiation, repression of *Fgf8* that favors mesodermal differentiation, and repression of *Cdx2* that helps define the location of NMPs. We now provide evidence for a candidate RARE enhancer that activates *Sox2*, 3 candidate RARE silencers that repress *Cdx2*, and 2 additional candidate RARE silencers for *Fgf8*. As the knockout of the original *Fgf8* RARE silencer at −4.1 kb exhibited a body axis phenotype less severe than loss of RA in *Aldh1a2*-/- embryos [7], it is possible that the additional 2 candidate RARE silencers found here provide redundant functions for *Fgf8* repression.

Our observation of highly conserved candidate RARE enhancers near 2 members of 2 different gene families (*Nr2f* and *Meis*) was intriguing, as it suggested that these gene family members may play redundant roles in body axis formation downstream of RA. As we were not sure whether the lack of previous studies on *Nf2f1;Nf2f2* double-knockout and *Meis1;Meis2* double-knockout mouse lines may be due to defects in double heterozygote adults that prevent generation of double homozygote embryos by conventional genetic approaches, we employed CRISPR gene editing to directly generate F0 double knockouts. Our *Nr2f1/Nr2f2* double-knockout studies indeed revealed a defect in body axis formation and small somites that is not observed in each single knockout. Interestingly, zebrafish *nr2f1a/nr2f2* double-knockout embryos reported recently exhibit a heart defect more severe than each single knockout but not a body axis defect or body growth defect [52]. This observation is consistent with studies showing that RA is not required for NMP differentiation or body axis formation in zebrafish [70,71]. Thus, it appears that the ancestral function of *Nr2f* genes in fish was to control heart formation but that during evolution, another function to control body axis formation was added. Future studies can be directed at understanding the mechanism through which *Nr2f1* and *Nr2f2* control body axis formation.

The *Meis1/Meis2* double knockouts we describe here revealed an unexpected function for *Meis* genes in body axis extension and forelimb initiation. *Meis1* and *Meis2* are markers of the proximal limb during forelimb and hindlimb development and were proposed to be activated by RA in the proximal limb as part of the proximodistal limb patterning mechanism in chick embryos [54,72,73]. However, knockout of *Rdh10* required to generate RA demonstrated that complete loss of RA in the limb fields prior to and during limb development did not affect hindlimb initiation or patterning, whereas forelimbs were stunted but with *Meis1* and *Meis2* expression still maintained in a proximal position in both stunted forelimbs and hindlimbs [74,75] (reviewed in [5]). Our epigenetic results here support the previous proposal that RA can up-regulate *Meis1* and *Meis2* (but in the body axis prior to limb formation as opposed to the limb itself), and we provide evidence that *Meis1* and *Meis2* are transcriptional targets of RA in the body axis. Future studies can be directed at understanding the mechanism through which *Meis1* and *Meis2* control body axis and limb formation.

Our studies demonstrate the power of combining gene knockouts, ChIP-seq on epigenetic marks, and RNA-seq to identify transcription factor target genes required for a particular developmental process. In addition to H3K27ac and H3K27me3 epigenetic marks that are quite commonly observed near genes during activation or repression, respectively, it is likely that further ChIP-seq studies that identify RA-regulated binding sites for coactivators and corepressors will provide additional insight into RA target genes and transcriptional pathways. Such knowledge is essential for determining the mechanisms through which RA controls developmental pathways and should be useful to address RA function in adult organs. A similar epigenetic approach can be used to determine the target genes for any transcriptional regulator for which a knockout is available, thus accelerating the ability to understand gene regulatory networks in general.

## Methods

### Ethics statement

All mouse studies conformed to the regulatory standards adopted by the Institutional Animal Care and Use Committee at the SBP Medical Discovery Institute, which approved this study under Animal Welfare Assurance Number A3053-01 (approval #18–092). Animal care and use protocols adhered to the guidelines established by the National Institutes of Health (USA).

### Generation of *Aldh1a2*-/- mouse embryos and isolation of trunk tissue

*Aldh1a2*-/- mice have been previously described [3]. E8.5 *Aldh1a2*-/- embryos were generated via timed matings of heterozygous parents; genotyping was performed by PCR analysis of yolk sac DNA. E8.5 trunk tissue was released from the rest of the embryo by dissecting across the posterior hindbrain (to remove the head, anterior hindbrain, pharyngeal region, and heart) and just posterior to the most recently formed somite (to remove the caudal progenitor zone) as previously described [17].

### RNA-seq analysis

Total RNA was extracted from E8.5 trunk tissue (2 wild-type trunks and 2 *Aldh1a2*-/- trunks), and DNA sequencing libraries were prepared using the SMARTer Stranded Total RNA-Seq Kit v2 Pico Input Mammalian (Takara). Sequencing was performed on Illumina NextSeq 500, generating 40 million reads per sample with single read lengths of 75 bp. Sequences were aligned to the mouse mm10 reference genome using TopHat splice-aware aligner; transcript abundance was calculated using expectation-maximization approach; FPKM was used for sample normalization; generalized linear model likelihood ratio test in edgeR software was used as a differential test. High-throughput DNA sequencing was performed in the Sanford Burnham Prebys Genomics Core.

### qRT-PCR analysis

Total RNA was extracted from 20 trunks of either E8.5 wild-type or *Aldh1a2*-/- embryos with the RNeasy Micro Kit (Qiagen #74004). Reverse transcription was performed with the High-Capacity cDNA RT Kit (Thermo Fisher Scientific #4368814). Quantitative PCR (qPCR) was performed using Power SYBR Green PCR Master Mix (Life Tech Supply #4367659). Relative quantitation was performed using the ddCt method with the control being expression of *Rpl10a*. Primers used for PCR (5′-3′):

Rpl10a-F ACCAGCAGCACTGTGATGAA
Rpl10a-R cAGGATACGTGGgATCTGCT
Rarb-F CTCTCAAAGCCTGCCTCAGT
Rarb-R GTGGTAGCCCGATGACTTGT
Nr2f1-F TCAGGAACAGGTGGAGAAGC
Nr2f1-R ACATACTCCTCCAGGGCACA
Nr2f2-F GACTCCGCCGAGTATAGCTG
Nr2f2-R GAAGCAAGAGCTTTCCGAAC
Meis1-F CAGAAAAAGCAGTTGGCACA
Meis1-R TGCTGACCGTCCATTACAAA
Meis2-F AACAGTTAGCGCAAGACACG
Meis2-R GGGCTGACCCTCTGGACTAT
Spry4-F CCTGTCTGCTGTGCTACCTG
Spry4-R AAGGCTTGTCAGACCTGCTG

### ChIP sample preparation for ChIP-seq

For ChIP-seq, we used trunk tissue from E8.5 wild-type or *Aldh1a2*-/- embryos dissected in modified PBS, i.e., phosphate-buffered saline containing 1X complete protease inhibitors (concentration recommended by use of soluble EDTA-free tablets sold by Roche #11873580001) and 10 mM sodium butyrate as a histone deacetylase inhibitor (Sigma # B5887). Samples were processed similar to previous methods [76]. Dissected trunks were briefly centrifuged in 1.5-ml tubes, and excess PBS dissection buffer was removed. For cross-linking of chromatin DNA and proteins, 500 μl 1% formaldehyde was added, the trunk samples were minced by pipetting up and down with a 200-μl pipette tip and then incubated at room temperature for 15 minutes. To stop the cross-linking reaction, 55 μl of 1.25 M glycine was added, and samples were rocked at room temperature for 5 minutes. Samples were centrifuged at 5,000 rpm for 5 minutes, and the supernatant was carefully removed and discarded. A wash was performed in which 1,000 μl of ice-cold modified PBS was added and mixed by vortex, followed by centrifugation at 5,000 rpm for 5 minutes and careful removal of supernatant that was discarded. This wash was repeated. Cross-linked trunk samples were stored at −80 °C until enough were collected to proceed, i.e., 100 wild-type trunks and 100 *Aldh1a2*-/- trunks to perform ChIP-seq with 2 antibodies in duplicate.

Chromatin was fragmented by sonication. Cross-linked trunk samples were pooled, briefly centrifuged, and excess PBS removed. A 490-μl lysis buffer (modified PBS containing 1% SDS, 10 mM EDTA, 50 mM Tris-HCl [pH 8.0]) was added, mixed by vortexing, then samples were incubated on ice for 10 minutes. Samples were divided into 4 sonication microtubes (Covaris AFA Fiber Pre-Slit Snap-Cap 6x16 mm, #520045) with 120 μl per tube. Sonication was performed with a Covaris Sonicator with the following settings: Duty, 5%; Cycle, 200; Intensity, 4; #Cycles, 10; 60 seconds each for a total sonication time of 14 minutes. The contents of the 4 tubes were recombined by transfer to a single 1.5-ml microtube, which was then centrifuged for 10 minutes at 13,000 rpm, and the supernatants transferred to a fresh 1.5-ml microtube. These conditions were found to shear trunk DNA to an average size of 300 bp using a 5-μl sample for Bioanalyzer analysis. At this point, 20 μl was removed for each sample (wild-type trunks and *Aldh1a2*-/- trunks) and stored at −20 °C to serve as input DNA for ChIP-seq.

Each sample was divided into four 100-μl aliquots to perform immunoprecipitation with 2 antibodies in duplicate. Immunoprecipitation was performed using the Pierce Magnetic ChIP Kit (Thermo Scientific, #26157) following the manufacturer’s instructions and ChIP-grade antibodies for H3K27ac (Active Motif, Cat#39133) or H3K27me3 (Active Motif, Cat#39155). The immunoprecipitated samples and input samples were subjected to reversal of cross-linking by adding water to 500 μl and 20 μl 5 M NaCl, vortexing and incubation at 65 °C for 4 hours; then addition of 2.6 μl RNase (10 mg/ml), vortexing and incubation at 37 °C for 30 min; then addition of 10 μl 0.5 M EDTA, 20 μl 1 M Tris-HCl (pH 8.0), 2 μl proteinase K (10 mg/ml), vortexing and incubation at 45 °C for 1 hour. DNA was extracted using ChIP DNA Clean & Concentrator (Zymo, # D5201 & D5205). After elution from the column in 50 μl of elution buffer, the DNA concentration was determine using 2-μl samples for Bioanalyzer analysis. The 2 input samples ranged from 16–20 ng/l and the 8 immunoprecipitated samples ranged from 0.1 to 0.2 ng/μl (5–10 ng per 100 trunks). For ChIP-seq, 2 ng was used per sample to prepare libraries for DNA sequencing.

### ChIP-seq genomic sequencing and bioinformatic analysis

Libraries for DNA sequencing were prepared according to the instructions accompanying the NEBNext DNA Ultra II kit (catalog # E7645S; New England Biolabs). Libraries were sequenced on the NextSeq 500 following the manufacturer’s protocols, generating 40 million reads per sample with single read lengths of 75 bp. Adapter remnants of sequencing reads were removed using cutadapt v1.18 [77]. ChIP-Seq sequencing reads were aligned using STAR aligner version 2.7 to Mouse genome version 38 [78]. Homer v4.10 [79] was used to call peaks from ChIP-seq samples by comparing the ChIP samples with matching input samples. Homer v4.10 was used to annotate peaks to mouse genes and quantify reads count to peaks. The raw reads count for different peaks were compared using DESeq2 [80]. *p* Values from DESeq2 were corrected using the Benjamini and Hochberg (BH) method for multiple testing errors [81]. Peaks with BH-corrected *p*-value < 0.05 (BHP < 0.05) were selected as significantly differentially marked peaks. Transcription factor binding sites motif enrichment analyses were performed using Homer v4.10 [79] to analyze the significant RA-regulated ChIP-seq peaks; DR1 RAREs were found by searching for TR4(NR),DR1; DR2 RAREs by Reverb(NR),DR2; and DR5 RAREs by RAR:RXR(NR),DR5. Evolutionary conservation of RAREs was performed via DNA sequence homology searches using the UCSC genome browser software. TAD analysis was performed using the 3D Genome Browser (http://promoter.bx.psu.edu/hi-c/view.php); we used the TAD database from Hi-C data for mouse ES cells reported for the mouse mm10 genome. IPA was used to identify pathways for our list of target genes; from IPA results, heatmaps were designed with Prism software, and associated networks were created using STRING software. High-throughput DNA sequencing was performed in the Sanford Burnham Prebys Genomics Core, and bioinformatics analysis was performed in the Sanford Burnham Prebys Bioinformatics Core.

### Generation of mutant embryos by CRISPR/Cas9 mutagenesis

CRISPR/Cas9 gene editing was performed using methods similar to those previously described by others [82,83] and by our laboratory [7]. sgRNAs were generated that target exons to generate frameshift null mutations, with 2 sgRNAs used together for each gene. sgRNAs were designed with maximum specificity using the tool at crispr.mit.edu to ensure that each sgRNA had no more than 17 out of 20 matches with any other site in the mouse genome and that those sites are not located within exons of other genes. DNA templates for sgRNAs were generated by PCR amplification (Phusion DNA Polymerase; New England Biolabs) of ssDNA oligonucleotides (purchased from Integrated DNA Technologies) containing on the 5′ end a minimal T7 promoter, then a 20-nucleotide sgRNA target sequence (underlined below), and finally the tracrRNA sequence utilized by Cas9 on the 3′ end, shown as follows:

5′-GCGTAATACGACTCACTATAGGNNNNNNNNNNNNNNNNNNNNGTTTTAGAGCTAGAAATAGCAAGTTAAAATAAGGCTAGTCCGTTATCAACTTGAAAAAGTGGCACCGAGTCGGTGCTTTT-3′

The 20-nucleotide target sequences used were as follows:
*Nf2f1* exon 2 (#1) TTTTTATCAGCGGTTCAGCG
*Nf2f1* exon 2 (#2) GGTCCATGAAGGCCACGACG
*Nf2f2* exon 2 (#1) GGTACGAGTGGCAGTTGAGG
*Nf2f2* exon 2 (#2) CGCCGAGTATAGCTGCCTCA
*Meis1* exon 2 (#1) CGACGACCTACCCCATTATG
*Meis1* exon 2 (#2) TGACCGAGGAACCCATGCTG
*Meis2* exon 2 (#1) GATGAGCTGCCCCATTACGG
*Meis2* exon 2 (#2) CGACGCCTTGAAAAGAGACA

sgRNAs were then transcribed from templates using HiScribe T7 High Yield RNA Synthesis Kit (New England Biolabs) and purified using Megaclear Kit (Life Technologies). sgRNAs were tested in vitro for their cleavage ability in combination with Cas9 nuclease (New England Biolabs); briefly, genomic regions flanking the target sites were PCR amplified, then 100 ng was incubated with 30 nM Cas9 nuclease and 30 ng sgRNA in 30 μl for 1 hour at 37 °C, followed by analysis for cleavage by gel electrophoresis.

For injection into mouse embryos, a solution containing 50 ng/μl Cas9 mRNA (Life Technologies) and 20 ng/μl for each sgRNA used was prepared in nuclease free water. Fertilized oocytes were collected from 3–4-week-old superovulated C57Bl6 females prepared by injecting 5 IU each of pregnant mare serum gonadotrophin (PMSG) (Sigma Aldrich) and human chorionic gonadotropin (hCG) (Sigma Aldrich). Fertilized oocytes were then transferred into M2 medium (Millipore) and injected with the Cas9 mRNA/sgRNA solution into the cytoplasm. Injected embryos were cultured in KSOMaa medium (Zenith) in a humidified atmosphere with 5% CO_2_ at 37 °C overnight to maximize the time for CRISPR/Cas9 gene editing to occur at the 1-cell stage, then reimplanted at the 2-cell stage into recipient pseudopregnant ICR female mice. Implanted females were sacrificed to obtain F0 E9.0 embryos (*Nr2f1/Nr2f2*) or F0 E10.5 embryos (*Meis1/Meis2*). As fertilized mouse oocytes spend a long time at the 1-cell and 2-cell stages, this facilitates CRISPR/Cas9 gene editing at early stages and allows many F0 embryos to be examined for mutant phenotypes [7]. For genotyping, yolk sac DNA was collected, and PCR products were generated using primers flanking the sgRNA target sites; PCR products were subjected to DNA sequence analysis from both directions using either upstream or downstream primers. For each gene analyzed, embryos were classified as heterozygous (het) if the DNA sequence contained both a wild-type allele and a frameshift allele; embryos were classified as homozygous (hom) if only frameshift alleles were detected but no wild-type sequence.

### Body axis length analysis of embryos

ImageJ software (https://imagej.net) [84] was used to measure body axis length along a 3-somite region (*Nr2f1/Nr2f2* double mutants) or 4-somite region (*Meis1/Meis2* double mutants) compared with wild type, with each specimen photographed at the same magnification. Statistical analysis was performed using 1-way ANOVA (nonparametric test) with data presented as mean ± standard deviation (SD) and with *p* > 0.05 indicating significance.

### In situ gene expression analysis

Embryos were fixed in paraformaldehyde at 4 °C overnight, dehydrated into methanol, and stored at −20 °C. Detection of mRNA was performed by whole-mount in situ hybridization as previously described [85].

## Supporting information

S1 Table Comparison of *Aldh1a2-/-* and wild-type E8.5 trunk tissue for H3K27ac ChIP-seq and RNA-seq results to identify RA-regulated H3K27ac ChIP-seq peaks near genes with RA-regulated expression. *Aldh1a2*, aldehyde dehydrogenase 1A2; ChIP-seq, chromatin immunoprecipitation sequencing; E, embryonic day; H3K27ac, histone H3 K27 acetylation; RA, retinoic acid.
(DOCX)

S2 Table Comparison of *Aldh1a2-/-* and wild-type E8.5 trunk tissue for H3K27me3 ChIP-seq and RNA-seq results to identify RA-regulated H3K27me3 ChIP-seq peaks near genes with RA-regulated expression. *Aldh1a2*, aldehyde dehydrogenase 1A2; ChIP-seq, chromatin immunoprecipitation sequencing; E, embryonic day; H3K27me3, histone H3 K27 trimethylation; RA, retinoic acid.
(DOCX)

S3 Table DNA sequences of all RAREs located in RA-regulated ChIP-seq peaks for H3K27ac or H3K27me3 near all RA-regulated genes in same TAD. RAREs contain no more than 2 mismatches to Homer consensus DR5, DR2, or DR1 RARE motifs shown here. ChIP-seq, chromatin immunoprecipitation sequencing; DR, direct repeat; H3K27ac, histone H3 K27 acetylation; H3K27me3, histone H3 K27 trimethylation; RA, retinoic acid; RARE, RA response element; TAD, topologically associated domain.
(DOCX)

S4 Table DNA sequences of highly conserved RAREs and relationship to panRAR ChIP-seq peaks for mouse EBs [8] and F9 embryonal carcinoma cells [9] reported using mm9 genomic coordinates. ChIP-seq, chromatin immunoprecipitation sequencing; EB, embryoid body; panRAR, including all RA receptor subtypes; RARE, retinoic acid response element.
(DOC)

S1 Fig Bioinformatic analysis of genes identified as RA target genes. (A) Venn diagram showing the number of genes that have both RA-regulated expression and RA-regulated deposition of nearby H3K27a or H3K27me3 marks following loss of RA. (B) The heatmap was designed with Prism software (left panel) from the list of genes involved in "Development of Body Trunk" obtained by IPA analysis of RA target genes identified by loss of RA, and the associated network was created using STRING software (right panel). Individual values for H3K27ac and H3K27me3 (wild type versus *Aldh1a2*-/-) can be found in ChIP-seq data deposited at GEO under accession number GSE131624. Individual values for RNA-seq (wild type versus *Aldh1a2*-/-) can be found in the data deposited at GEO under accession number GSE131584. *Aldh1a2*, aldehyde dehydrogenase 1A2; ChIP-seq, chromatin immunoprecipitation sequencing; GEO, Gene Expression Omnibus; H3K27ac, histone H3 K27 acetylation; H3K27me3, histone H3 K27 trimethylation; IPA, Ingenuity Pathway Analysis; RA, retinoic acid.
(TIF)

S2 Fig Analysis of candidate RA target gene expression by qRT-PCR. Analysis of differential expression of several candidate RA target genes by qRT-PCR analysis of E8.5 WT versus *Aldh1a2*-/- trunk tissue. *p < 0.05, **p < 0.01, ***p < 0.005; data are expressed as mean ± SD (Student *t* test); WT and *Aldh1a2*-/-, *n* = 3. Data associated with this figure can be found in S1 Data. *Aldh1a2*, aldehyde dehydrogenase 1A2; RA, retinoic acid; qRT-PCR, quantitative reverse transcription-polymerase chain reaction; SD, standard deviation; WT, wild type.
(TIF)

S3 Fig Analysis of *Nr2f* and *Meis* expression by in situ hybridization. Analysis of *Nr2f1*, *Nr2f2*, *Meis1*, and *Meis2* expression by whole-mount in situ hybridization of E8.5 WT versus *Aldh1a2*-/- trunk tissue; *n* = 3 for both WT and *Aldh1a2*-/-; brackets point to trunk tissue; for each gene analyzed, both lateral (left) and dorsal (right) views are shown, except ventral for *Meis1*. *Aldh1a2*, aldehyde dehydrogenase 1A2; E, embryonic day; *Meis1*, *Meis* homeobox 1; *Meis2*, *Meis* homeobox 2; *Nr2f1*, nuclear receptor 2f1; *Nr2f2*, nuclear receptor 2f2; WT, wild type.
(TIF)

S1 Data Original numerical values for Figs 5E and 6D, and S2 Fig.

## Abbreviations

ALDH1A2: aldehyde dehydrogenase 1A2
AU: arbitrary units
ChIP-seq: chromatin immunoprecipitation sequencing
DR1: direct repeat separated by 1 bp
DR2: direct repeat separated by 2 bp
DR5: direct repeat separated by 5 bp
E: embryonic day
ES: embryonic stem
FGF: fibroblast growth factor
FPKM: fragment per kilobase of transcript per million mapped reads
H3K27ac: histone H3 K27 acetylation
H3K27me3: histone H3 K27 trimethylation
HDAC1: histone deacetylase 1
IPA: Ingenuity Pathway Analysis
NCOA: nuclear receptor coactivator
NCOR: nuclear receptor corepressor
NMP: neuromesodermal progenitor
PRC2: polycomb repressive complex 2
qRT-PCR: quantitative reverse transcription-polymerase chain reaction
RA: retinoic acid
RAR: retinoic acid receptor
RARE: retinoic acid response element
RDH10: retinol dehydrogenase 10
RXR: retinoid X receptor
sgRNA: single-guide RNA
TAD: topologically associated domain
TALE: 3 amino acid loop extension
UCSC: University of California Santa Cruz

# Supplementary material for: Discovery of genes required for body axis and limb formation by global identification of retinoic acid–regulated epigenetic marks
**Source:** PLoS Biol. 2020 May 18;18(5):e3000719. doi: 10.1371/journal.pbio.3000719
**Supplement:** S1 Table — Aldh1a2, aldehyde dehydrogenase 1A2; ChIP-seq, chromatin immunoprecipitation sequencing; E, embryonic day; H3K27ac, histone H3 K27 acetylation; RA, retinoic acid.

S1 Table. Comparison of *Aldh1a2-/-* and wild-type E8.5 trunk tissue for H3K27ac ChIP-seq and RNA-seq results to identify RA-regulated H3K27ac ChIP-seq peaks near genes with RA-regulated expression.

ChIP-seq values represent differentially marked H3K27ac peaks comparing *Aldh1a2*-/- (KO) and

wild-type (WT) with BHP <0.05; a cut-off of log2 <-0.51 or >0.51 was employed to include a

differential peak near *Sox2* known to be activated by RA. RNA-seq values represent differentially

expressed genes comparing KO and WT in which FPKM >0.5; a cut-off of log2 <-0.85 or >0.85

was employed to include *Sox2* known to be activated by RA. Genes that have differential peaks for

both H3K27ac and H3K27me3 (Table S2) are marked with an asterisk. RARE, retinoic acid

response element; DR1 or DR2 or DR5, direct repeat with 1 or 2 or 5 bp between each repeat;

TFBS, transcription factor binding site.

# Supplementary material for: Discovery of genes required for body axis and limb formation by global identification of retinoic acid–regulated epigenetic marks
**Source:** PLoS Biol. 2020 May 18;18(5):e3000719. doi: 10.1371/journal.pbio.3000719
**Supplement:** S2 Table — Aldh1a2, aldehyde dehydrogenase 1A2; ChIP-seq, chromatin immunoprecipitation sequencing; E, embryonic day; H3K27me3, histone H3 K27 trimethylation; RA, retinoic acid.

S2 Table. Comparison of *Aldh1a2-/-* and wild-type E8.5 trunk tissue for H3K27me3 ChIP-seq and RNA-seq results to identify RA-regulated H3K27me3 ChIP-seq peaks near genes with RA-regulated expression.

| **H3K27me3 ChIP-seq differential peak for *Aldh1a2* KO vs WT**  **(mm10)** | **log2 fold change: H3K27me3 ChIP-seq for *Aldh1a2* KO vs WT** | **RARE: based on Homer TFBS analysis** | **nearby gene with altered expression in *Aldh1a2* KO vs WT** | **log2 fold change for nearby gene: RNA-seq for**  ***Aldh1a2* KO vs WT** |
| --- | --- | --- | --- | --- |
| chr18:38598986-38601292 | -1.20 | - | Spry4 | 3.43 |
| chr17:15533901-15538178 | -0.95 | - | Pdcd2 | 2.22 |
| chr17:15533901-15538178 | -0.95 | - | Tbp | 2.94 |
| chrX:104569467-104572914 | -0.90 | - | Zdhhc15 | 1.5 |
| chrX:104546302-104549188 | -0.89 | - | Zdhhc15 | 1.5 |
| chr2:118901989-118904591 | -0.85 | - | Bahd1 | 1.12 |
| chr4:129226495-129228276 | -0.85 | - | C77080 | 0.98 |
| chr4:129221927-129223300 | -0.77 | - | C77080 | 0.98 |
| chr5:15980910-15984533 | -0.75 | - | Cacna2d1 | 1.01 |
| chr3:89278454-89282169 | -0.72 | - | Efna1 | 1.23 |
| chr11:103110581-103113995 | -0.67 | - | Acbd4 | 6.49 |
| chr4:129246599-129252553 | -0.64 | DR5 | C77080 | 0.98 |
| chr10:21991375-21993681 | -0.64 | - | Sgk1 | 1.38 |
| chr6:125360514-125365732 | -0.63 | DR2 | Tnfrsf1a | 1.39 |
| chr12:54201904-54203715 | -0.63 | - | Egln3 | 3.46 |
| chr5:147297983-147318733 | -0.63 | DR2 | Cdx2 * | 1.98 |
| chrX:104536138-104539780 | -0.62 | DR2 | Zdhhc15 | 1.50 |
| chr4:98726175-98729089 | -0.61 | - | L1td1 | 1.50 |
| chr17:29080591-29082455 | -0.59 | - | Trp53cor1 | 1.91 |
| chr11:117780323-117784425 | -0.58 | DR2 | Tmc8 | 1.33 |
| chr6:122800166-122804076 | -0.54 | - | Slc2a3 | 1.35 |
| chr10:60828600-60835032 | -0.49 | - | Unc5b | 3.58 |
| chr19:45735049-45746658 | -0.49 | DR2 | Fgf8 * | 5.24 |
| chrX:94129800-94133754 | -0.48 | - | Zfx | 1.40 |
| chr2:119235078-119238967 | -0.47 | - | Spint1 | 2.74 |
| chr13:114456076-114460873 | -0.47 | DR2 | Fst * | 1.15 |
| chr19:11816637-11820013 | -0.47 | - | Stx3 | 0.90 |
|  |  |  |  |  |
| chr6:72232803-72239355 | 0.50 | - | Atoh8 | -2.59 |
| chr19:4709301-4715701 | 0.51 | - | Sptbn2 | -1.59 |
| chr3:5219339-5224436 | 0.52 | - | Zfhx4 * | -2.26 |
| chr7:130260543-130263682 | 0.56 | - | Fgfr2 | -3.06 |
| chr17:56471489-56479605 | 0.57 | DR1 | Ptprs * | -3.31 |
| chr4:144893360-144895562 | 0.59 | - | Dhrs3 | -1.11 |
| chr2:116072251-116077455 | 0.61 | DR5 | Meis2 * | -1.10 |
| chr7:70356085-70361002 | 0.63 | DR1 | Nr2f2 * | -2.32 |
| chr15:98621217-98623590 | 0.65 | - | Cacnb3 | -2.73 |
| chr1:59473538-59476300 | 0.66 | DR1 | Fzd7 | -1.64 |
| chr17:47915056-47917877 | 0.67 | - | Foxp4 * | -1.02 |
| chr10:8548515-8549917 | 0.72 | - | Ust | -1.40 |
| chr6:52156115-52158253 | 0.73 | DR5, DR2 | Hoxa1 | -5.43 |
| chr7:96211108-96212622 | 0.75 | - | Tenm4 | -2.65 |
| chrX:162887815-162889313 | 0.76 | - | Syap1 | -1.55 |
| chr11:19015536-19017169 | 0.78 | DR1 | Meis1 * | -2.64 |
| chr18:58208120-58210286 | 0.81 | - | Fbn2 | -1.65 |
| chr14:21983733-21987831 | 0.85 | - | Zfp503 | -2.68 |
| chr11:19007512-19012358 | 0.87 | DR2 | Meis1 * | -2.64 |
| chr14:16574377-16578138 | 1.02 | DR5, DR1 | Rarb * | -1.64 |

ChIP-seq values represent differentially marked H3K27me3 peaks comparing *Aldh1a2*-/- (KO)

and wild-type (WT) with BHP <0.05; a cut-off of log2 <-0.47 or >0.47 was employed to include a

differential peak near *Fst* known to be repressed by RA. RNA-seq values represent differentially

expressed genes comparing KO and WT in which FPKM >0.5; a cut-off of log2 <-0.85 or >0.85

was employed to include the known RA target gene *Sox2*. Genes that have differential peaks for

both H3K27me3 and H3K27ac (Table S1) are marked with an asterisk. RARE, retinoic acid

response element; DR1 or DR2 or DR5, direct repeat with 1 or 2 or 5 bp between each repeat;

TFBS, transcription factor binding site.

# Supplementary material for: Discovery of genes required for body axis and limb formation by global identification of retinoic acid–regulated epigenetic marks
**Source:** PLoS Biol. 2020 May 18;18(5):e3000719. doi: 10.1371/journal.pbio.3000719
**Supplement:** S3 Table — RAREs contain no more than 2 mismatches to Homer consensus DR5, DR2, or DR1 RARE motifs shown here. ChIP-seq, chromatin immunoprecipitation sequencing; DR, direct repeat; H3K27ac, histone H3 K27 acetylation; H3K27me3, histone H3 K27 trimethylation; RA, retinoic acid; RARE, RA response element; TAD, topologically associated domain.

S3 Table. DNA sequences of all RAREs located in RA-regulated ChIP-seq peaks for H3K27ac or H3K27me3 near all RA-regulated genes in same TAD. RAREs contain no more than two mismatches to Homer consensus DR5, DR2, or DR1 RARE motifs shown here; DR, direct repeat.

# Supplementary material for: Discovery of genes required for body axis and limb formation by global identification of retinoic acid–regulated epigenetic marks
**Source:** PLoS Biol. 2020 May 18;18(5):e3000719. doi: 10.1371/journal.pbio.3000719
**Supplement:** S4 Table — ChIP-seq, chromatin immunoprecipitation sequencing; EB, embryoid body; panRAR, including all RA receptor subtypes; RARE, retinoic acid response element.

S4 Table. DNA sequences of highly conserved RAREs and relationship to panRAR ChIP-seq

peaks for mouse embryoid bodies (EB) (Moutier et al., 2012) and F9 embryonal carcinoma cells (Chatagnon

et al., 2015) reported using mm9 genomic coordinates.

| **Nearest gene with decreased or increased expression in *Aldh1a2* KO** | **RARE DNA sequence 5'-3'**  **overall consensus:**  AGGTCA N5,N2 AGGTCA  G T or N1 G T | **Genomic coordinates**  **(mm10)** | **Genomic coordinates**  **(mm9)** | **Located in RAR ChIP-seq peak** | |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  | EB | F9 |
| RARE enhancers |  |  |  |  |  |
| C1d | GGGTCA G GGGTTA | chr11:18748180-18748192 | chr11:18648183-18648195 | yes | yes |
| Clstn1 | GGGTCA GA AGGTCA | chr4:149907094-149907107 | chr4:149281203-149281216 | no | yes |
| Dach1 | AGTTCA CACAA AGTTCA | chr14:98035388-98035404 | chr14:98434607-98434623 | no | no |
| Dhrs3 | GGGTCA TTCCA AGTTCA | chr4:145034810-145034826 | chr4:144624713-144624729 | no | yes |
| GGTTCA TCGGG AGGGCA | chr4:145034847-145034863 | chr4:144624750-144624766 | no | yes |
| Foxp4 | GGGTGA C AGGTCA | chr17:47898625-47898637 | chr17:48035574-48035586 | yes | yes |
| Hoxa1 | GGTTCA CCGAA AGTTCA | chr6:52153426-52153442 | chr6:52103425-52103441 | yes | yes |
| GGTTCA AGAAG AGTTCA | chr6:52175533-52175549 | chr6:52125532-52125548 | no | yes |
| Meis1 | AGGCCA CTGAG AGGTCA | chr11:18963875-18963891 | chr11:18863878-18863894 | yes | no |
| Meis2 | AGGTCA AAAAC AGTTCA | chr2:116071242-116071258 | chr2:115896978-115896994 | yes | no |
| Nr2f1 | GTGTCA A AGTTCA | chr13:78200425-78200437 | chr13:78339686-78339698 | yes | no |
| Nr2f2 | GTGTCA A AGTTCA | chr7:70361772-70361784 | chr7:77506658-77506670 | yes | no |
| Pbx1 | GGGTCG CT GGGTCA | chr1:169238844-169238857 | chr1:171168975-171168988 | yes | no |
| Rarb | GGTTCA CCGAA AGTTCA | chr14:16575513-16575529 | chr14:17408027-17408043 | yes | yes |
| Sox2 | GGGTCA GG AGGTCA | chr3:34679067-34679080 | chr3:34577989-34578002 | yes | yes |
| Tshz1 | GGGTCA TTCAT AGTTCA | chr18:84073476-84073492 | chr18:84242868-84242884 | no | no |
| AGGTCA GG AGGTGA | chr18:83839858-83839871 | chr18:84009250-84009263 | yes | yes |
| GGGTGA ACTCA GGTTCA | chr18:83839869-83839885 | chr18:84009261-84009277 | yes | yes |
| Zbtb16 | GGGTCA CA GGGTCA | chr9:48694721-48694734 | chr9:48502826-48502839 | no | no |
| GGGTCA G GGGTTA | chr9:48695827-48695839 | chr9:48503932-48503944 | no | no |
| Zfhx4 | GGGTCA GCCTG AGGTCA | chr3:5388103-5388119 | chr3:5388103-5388119 | yes | no |
| Zfp386 | GAGTCA A AGGTCA | chr12:117352086-117352098 | chr12:118590559-118590571 | yes | yes |
| Zfp638 | GGTTCA GCCAA AGGTGA | chr6:84976840-84976856 | chr6:84926834-84926850 | no | no |
|  |  |  |  |  |  |
| RARE  silencers |  |  |  |  |  |
| Fgf8 | GGGTCA GC AGTTCA | chr19:45747043-45747056 | chr19:45821533-45821546 | yes | yes |

How the deposited data were processed for this re-analysis (not part of the article)

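Trunk tissue of E8.5 mouse embryos was profiled by RNA-seq, with 1 wild-type and 1 Aldh1a2-/- sample in the labels. The authors deposited 1 table of 24340 genes on mm10 with an FPKM value for each of the 2 samples. The submitters' processing notes name STAR for alignment, Cufflinks for the FPKM values and Cuffdiff for the comparison, without versions. The paper's methods name TopHat and a likelihood ratio test in edgeR. The p-value and q-value of each gene were computed by the authors in their own comparison before the table was deposited, and are quoted here only as theirs. The ratio (log2 fold change) of the authors was not used, and was computed again here from the FPKM of the 2 samples; for 70 genes above 0.5 FPKM in both samples it differs from the FPKM ratio by more than 0.01, all 70 with the authors' status FAIL. The status is OK for 12520 genes, NOTEST for 11738 and FAIL for 82. In the copy of the table used here 1 line was empty. The ChIP-seq experiments were not analysed here.

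The FPKM values are on the deposited scale, with no scaling added. They sum to 846496 in wild type and 759577 in Aldh1a2-/-, and 11015 genes are at 0 in both samples. The depth was estimated from the steps between the low FPKM values of genes with 1 transcript. At that depth 0.5 FPKM in a transcript of 2 kilobases is about 27.5 fragments in wild type and 28.3 in Aldh1a2-/-.

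The log2 ratio of Aldh1a2-/- over wild type was taken without a pseudocount for genes with FPKM above 0.5 in both samples, the floor and cutoffs (-0.85 and 0.85) being those of the study. With 1 sample per genotype no test was run and no spread between replicates can be given; a p-value across genes was not computed. For 28 of 32 gene lists, those with enough measured genes, the median log2 ratio was placed among the medians of 10000 random lists of the same size, drawn within 50 bins of mean log2 FPKM with a fixed seed. These percentiles describe the 2 libraries and not the genotypes. The lists cover the RA pathway, Hox groups, caudal and NMP genes, presomitic mesoderm, somites, neural tube, FGF feedback, limb and lateral plate, neural crest, intermediate mesoderm, notochord, heart, head, red blood cells, endothelium, yolk sac visceral endoderm, epithelium, pluripotency, low oxygen, glycolysis, p53 targets, immediate early and heat shock genes, G2/M, the Nr2f and Meis families and related genes, ribosomal proteins, histones, small noncoding RNA, the respiratory chain, mitochondrially encoded genes (none of them in the table) and sex-linked genes. Several lists were written after reading S1 and S2 Tables, and for lists that hold genes named in the study's text or in S1, S2 or S3 Table the median was also computed without those genes.

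Genes are named by a rule: every gene that the Results, Table 1 or Table 2 names; the 10 genes with the highest and the 10 with the lowest log2 ratio among those that reach 10 FPKM in either sample; and from each list up to 4 members with the largest absolute log2 ratio. Some of these genes are not reported here. The values printed in Table 1, S1 Table and S2 Table had been seen when the rule was written. Gene coordinates are from GENCODE M21 on mm10.

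The genes of S1 Table, S2 Table, S3 Table and Table 2 were set beside the FPKM ratios and tallied in the direction that the study gives. The qRT-PCR levels are the paper's, from S1 Data, and were compared between genotypes by an exact two-sided permutation test with the Benjamini-Hochberg adjustment over 6 genes. The alternatives set before the data were examined were floors of 0.1, 1 and 5 FPKM in both samples, a floor of 0.5 FPKM in either sample with a pseudocount of 0.5, pseudocounts of 0.5 and 1, centring on the median, the TPM scale, upper quartile scaling, genes with status OK only, the authors' q-value under 0.05, cutoffs at -1 and 1, random lists not matched on expression, and summing of repeated symbols, of which there are 0.

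The list method was tested on simulated data with 9506 genes. Of 200 lists of 20 genes without a shift, 187 (93.5%) lay within the percentiles, and shifts of 0.5, 1.0 and 2.0 in log2 were found in 41.0%, 82.0% and 100% of lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.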

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

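The tests of blood alone, of gut endoderm and of the number of reads sequenced were chosen only after the results they concern were seen. The gene lists below lie outside what the paper discusses, apart from single members, and their medians lie outside nearly all random lists matched on mean FPKM. The paper analysed none of them as a group, and with 1 sample per genotype the values compare 2 libraries.

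Yolk sac visceral endoderm genes (median log2 ratio 3.297) and red blood cell genes (4.093) were higher in the Aldh1a2-/- sample. Endothelial genes had a median of 1.021, and epithelial genes one of 1.228, or 1.20 without Spint1, which the study names; yolk sac endoderm is itself an epithelium, so these genes are not separate from the yolk sac endoderm genes. Replication-dependent histone genes had a median of -0.421 (15 lower and 3 higher of 55 measured). Small noncoding RNA genes had one of -0.609 (22 lower and 7 higher of 55 measured). Both medians lie within the cutoffs. The share of histone genes past them, 32.7%, lies within that of random lists (12.7% to 34.5%). The share of small noncoding RNA genes, 52.7%, lies above that of their random lists (9.1% to 27.3%). Both medians stay below 0 on the TPM scale, with upper quartile scaling and after centring on the median.

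For the yolk sac endoderm and blood genes, 13 further yolk sac endoderm genes were listed without looking at their values; 12 were in the table, 11 were higher and none was lower, with a median of 2.89 at the 100 percentile, and the most abundant were S100g (75.0 and 478 FPKM in wild type and Aldh1a2-/-) and Rhox5 (38.5 and 399 FPKM). This is consistent with yolk sac tissue left on the Aldh1a2-/- trunks. More blood alone was set against the visceral endoderm median of 3.30. That median is part of the pattern to be explained and had been seen, so it is no independent test. More gut endoderm is argued against by 7 gut tube genes, of which 5 were measured, 3 lower and 0 higher. Their median was -2.50 at the 0.07 percentile (3 of the 7 values had been seen when the genes were listed). Foxa2 (0.82) and Shh (0.09) were within the cutoffs. The epithelial list, written for gut endoderm and surface ectoderm, was higher, but it is not separate from the yolk sac endoderm genes. An effect of the genotype on these tissues stays open, because each genotype has 1 sample and dissection and genotype are confounded. The wild-type sample holds these transcripts too, with Afp at 51.7 FPKM.

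For the number of genes past the study's cutoffs, a difference in scaling is argued against by the median log2 ratio of genes above 1 FPKM, 0.021, with 4332 genes past the cutoffs after centring. The share past the cutoffs was 3.28 times as high in the least expressed genes as in the most expressed, which is consistent with larger measurement noise in weakly expressed genes. Noise common to all genes stays open. The share of respiratory chain genes was 1.48 times the median of matched random lists (41.3% and 28.0%), above their range of 18.7% to 37.3%. The shares of ribosomal protein genes (11.7% and 18.2%), G2/M genes (5.0% and 20.0%) and glycolytic enzymes (28.6% and 35.7%) were under those medians. None of these was below its range (10.4% to 27.3%, 5.0% to 40.0% and 14.3% to 57.1%), so none is shown to be lower. Too few sequenced reads is argued against in the 648 measured genes of 1 transcript long enough for an estimate: counting the lower of each gene's 2 estimated read numbers gives 0.68 genes past the cutoffs (SD 0.81), against 347 observed, so counting does not account for them. Few RNA molecules at the start of the libraries is another explanation, was not tested and stays open. The genotype may account for part of these genes, and 1 sample per genotype leaves that part open.

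For the caudal genes that were higher in Aldh1a2-/-, more caudal tissue left on those trunks was tested on the presomitic genes, whose median was -0.95. The bound set before the data were examined, a median at or below 0 with Fgf8 and Cdx2 higher, was met, but the value does not decide: its members go both ways and it lies within the range of random lists (-1.47 to 1.46), a condition added after the value was seen. Tbx6, a presomitic gene listed at 0 in wild type and at 18.1 FPKM in Aldh1a2-/-, is outside the measured genes. So is 1 other presomitic gene, which was above 0.5 FPKM in wild type and listed at 0 in Aldh1a2-/-. Of the 11 measured caudal and NMP genes, 6 were higher and 2 were lower, and T was within the cutoffs (0.24). More caudal tissue and an effect of the genotype cannot be told apart here.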

How the results depend on the processing

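All alternatives were set before the data were examined. No result changed direction past its cutoff under any alternative. No paired analysis was possible because each genotype has 1 sample, which also leaves every value without a spread between replicates; at the estimated depth, 0.5 FPKM in a 2 kilobase transcript is about 27.5 fragments. The scalings subtract -0.156 (TPM), 0.101 (upper quartile) or 0.021 (centring) from every log2 ratio.

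With FPKM above 0.5 in either sample and a pseudocount of 0.5, 6893 genes were past the cutoffs (3812 lower and 3081 higher), because 12354 genes enter; the caudal and NMP list had a median of 0.879 (97.19 percentile), heart muscle 1.699 (99.58) and pluripotency genes 1.483 (98.06), and the cause was not tested. With FPKM above 5 in both samples, 2094 genes were past (938 lower, 1156 higher), with 36 genes of S1 and S2 Tables, 18 nearest to a RARE, 91 of the same TAD and 19 of Table 2, because fewer genes enter; the caudal and NMP median was 0.897 (96.29), and the cause was not tested. With FPKM above 0.1, heart muscle genes had a median of 2.858 (99.87), from a wider set of genes. With the authors' q-value under 0.05 as well, 17 genes remained past (0 lower, 17 higher). They hold 0 genes of S1 and S2 Tables, 0 nearest to a RARE, 0 of the same TAD and 0 of Table 2. The filter can only lower these counts, but it does not set them to 0. Cdx1 alone of S1 and S2 Tables has such a q-value, and it is listed at 0 in Aldh1a2-/-.

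Among 162 named genes, 1491 of 1513 comparisons kept their side of the cutoffs; 20 (10 genes, among them Sox2, Pex2, Poll, Entpd7, Sema4g and Lmx1a) moved inside and 2 (Foxa2 and Ube2c, on the TPM scale) moved past. Among 28 lists, 302 of 307 comparisons kept their side of the percentiles. No gene symbol is repeated, so summing repeated symbols changes nothing.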

Differences from the paper's values

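For Crabp2 the paper gives a log2 change of -2.82 and the FPKM give -2.28; under each of the 10 alternatives run on single genes, set before the data were examined, the value still differs (-2.38 to -2.13). For Ctbp2 the paper gives -3.06 and the FPKM give -0.86; it differs under the same alternatives too (-0.96 to -0.70). For 82 of the 92 genes in S1 and S2 Tables the values lie within 0.05 of the paper's, Rarb, Nr2f1 and Fgf8 among them.

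The paper lists Cdx1 as lower with a fold; it is at 23.2 FPKM in wild type and listed at 0 in Aldh1a2-/-, so no fold is given. The paper lists Fat3, Sorcs2, Celsr2, Acbd4, Egln3, Trp53cor1 and Cacnb3 as changed at FPKM above 0.5; each is under 0.5 FPKM in 1 sample here, such as Fat3 at 3.68 and 0.454 FPKM and Cacnb3 at 3.29 and 0.493 FPKM. With FPKM above 0.1 in both samples Fat3, Egln3, Trp53cor1 and Cacnb3 are past the cutoffs in the paper's direction, and with FPKM above 0.5 in either sample and a pseudocount of 0.5 all of these 7 genes and Cdx1 are. The paper places Zbtb16 with the genes that have a RARE enhancer and are lower without RA, and its S1 Table prints a log2 change of 1.36 for it, the value found here too; 26 of the 27 genes of Table 2 with a RARE enhancer were lower. The paper describes the genes past its cutoffs as significantly changed, and the authors' deposited q-value is under 0.05 for 17 of 4330. For that q-value the submitters' notes name Cuffdiff, with 1 sample per genotype in the labels. The paper's methods name a likelihood ratio test in edgeR, so the q-value need not come from the test that the paper used. The copies of S1 and S2 Tables used here hold 61 and 42 genes, in 71 and 47 rows, where the paper's text gives 63 and 41 genes. A row pairs a peak with a gene, and S2 Table lists the same peak for Pdcd2 and Tbp, so rows are not a count of peaks.

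At the paper's thresholds 4330 genes were past the cutoffs, against the paper's 4298. The count differs from the paper's by more than 1.5 times with FPKM above 0.5 in either sample and a pseudocount of 0.5 (6893), with FPKM above 5 in both samples (2094) and with the authors' q-value under 0.05 (17), and it is 4299 with status OK only.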

Other observations

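Tests on added gene lists are given in the first part. The values below carry no explanation, and the low-oxygen, pluripotency, p53 and limb lists hold genes of the study's tables, whose printed values had been seen when the lists were written. The genes outside the measured set include many with a high value in 1 sample: 175 genes with at least 10 FPKM in wild type were listed at 0 in Aldh1a2-/- (of 6011 such genes), and 135 the other way round (of 6083); at 1 FPKM or more these were 1180 (of 10735) and 545 (of 10032). Below, genes listed at 0 in 1 sample alone are above 0.5 FPKM in the other.

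Low-oxygen genes outside S1 and S2 Tables had a median log2 ratio of 0.04 at the 48.97 percentile over 17 measured genes, 3 higher and 7 lower, with Bnip3 at 41.6 FPKM in wild type and 1.32 FPKM in Aldh1a2-/-. Glycolytic enzymes had a median of -0.22 (24.03 percentile, 2 higher and 2 lower of 14; -0.44 and 6.77 without Ldha, which the study names), and immediate early and heat shock genes one of 0.05 (56.63, 4 higher and 2 lower of 9), which is below 0 with upper quartile scaling (-0.05), over genes above 5 FPKM (-0.21, 31.33) and over genes above 0.5 FPKM in either sample with a pseudocount of 0.5 (-0.21, 59.77); 4 more were listed at 0 in wild type alone and 5 in Aldh1a2-/- alone. Targets of p53 had a median of -0.57 (11.40, 1 higher and 4 lower of 13, none of the 13 named by the study), with Mdm2 at 26.6 and 1.47 FPKM and Phlda3 at 1.57 and 21.6 FPKM; the median was -0.23 over genes above 1 FPKM (30.68) or above 0.1 FPKM (28.87) and 0.16 over genes above 5 FPKM (57.70), and 1 more was listed at 0 in Aldh1a2-/- alone.

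Limb and lateral plate genes had a median of 0.00 (51.16, 4 higher and 3 lower of 11), with 0.00 (51.13) over the 9 that the study does not name, 0.24 over genes above 5 FPKM and -0.10 with upper quartile scaling, with Hand1 at 17.0 and 47.0 FPKM and Prrx2 at 38.2 and 14.8 FPKM. Neural crest genes had a median of -0.77 (14.22, 1 higher and 3 lower of 7), with Sox9 at 20.3 and 2.36 FPKM and 3 more listed at 0 in Aldh1a2-/- alone, and intermediate mesoderm genes one of -0.97 (16.08, 1 higher and 3 lower of 5), with Pax2 at 4.24 and 0.670 FPKM, which is 0.10 (60.65) over genes above 5 FPKM; limb and intermediate mesoderm each have 1 more gene listed at 0 in wild type alone and 1 in Aldh1a2-/- alone. Notochord and floor plate genes had a median of 0.33 (62.08, 0 higher and 1 lower of 4), pluripotency genes 1.03 (92.66, 2 higher and 0 lower of 4; both higher genes are the study's, and the other 2 had a median of 0.50 at the 66.62 percentile) and heart muscle genes 1.76 (96.19, 3 higher of 3). Of the other heart muscle genes 3 above 0.5 FPKM in wild type were listed at 0 in Aldh1a2-/-, 2 were the other way round and Actc1 was at 6.13 and 0.0531 FPKM, so this list goes both ways; of the pluripotency genes 2 were listed at 0 in wild type alone and 1 in Aldh1a2-/- alone, and of the notochord and floor plate genes 1 in wild type alone. Ribosomal protein genes had a median of -0.05 (25.89), respiratory chain genes 0.04 (57.45) and G2/M genes -0.07 (28.06); these 3 medians change sign between the TPM scale and upper quartile scaling. Of 4 Y-linked genes 0 were above 0.5 FPKM in both samples, 2 were listed at 0 in both, and 1 was listed at 0 in wild type and above 0.5 FPKM in Aldh1a2-/-. Of 2 X inactivation genes 1 was measured and lay within the cutoffs, and a difference in the sex of the embryos is not excluded.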
